# Thymic stromal lymphopoietin-stimulated CD4^+^ T cells induce senescence in advanced breast cancer

**DOI:** 10.3389/fcell.2022.1002692

**Published:** 2022-11-17

**Authors:** Margherita Boieri, Emanuela Marchese, Quan Minh Pham, Marjan Azin, Lauren E. Steidl, Anna Malishkevich, Shadmehr Demehri

**Keywords:** TSLP, CD4^+^ T cell, breast cancer, cellular senescence, cancer immunotherapy, TNF-α (tumor necrosis factor-alpha), IFN-γ (interferon-gamma)

## Abstract

Thymic Stromal Lymphopoietin (TSLP) plays a prominent role in inducing type 2 immune response, commonly associated with atopic diseases. TSLP-activated CD4^+^ T helper 2 cells block early carcinogenesis by inducing terminal differentiation in spontaneous breast and lung cancer models. However, the impact of TSLP induction on advanced cancer with altered cellular phenotypes is unclear. Using an established MMTV-PyMt^tg^ breast cancer cell line, we demonstrate that TSLP-stimulated CD4^+^ T cells possess an antitumor effect in advanced breast cancer. In contrast to early breast cancer suppression, the antitumor immunity mediated by TSLP-stimulated CD4^+^ T cells in advanced breast cancer is mediated by the induction of a senescent-like phenotype in cancer cells. Inflammatory CD4^+^ T cells drive breast cancer cells into senescence by releasing interferon-gamma and tumor necrosis factor-alpha, which directly bind to their receptors on cancer cells. Our findings reveal a novel mechanism of TSLP-activated CD4^+^ T cell immunity against advanced breast cancer, mediated by cellular senescence as a distinct effector mechanism for cancer immunotherapy.

## Introduction

Recent advances in the field of tumor immunology have led to the development of immunotherapies that can harness the immune system to treat cancer. These strategies, such as immune checkpoint blockade and chimeric antigen receptor T cells (Pedroza-Gonzalez et al., 2011), mainly aim at reactivating tumor-infiltrating CD8^+^ cytotoxic T lymphocytes (CTLs) against late-stage metastatic cancers (Mellman et al., 2011). CD4^+^ T helper 2 (Th2) cells have been recently shown to possess the potential to efficiently eliminate early-stage tumor formation (Demehri et al., 2016; Liu et al., 2020). However, the potential efficacy of activating CD4^+^ T cells against late-stage cancers remains largely unexplored. Traditionally, CD4^+^ T cells are known to regulate the activity of other immune cells *via* the production of cytokines during inflammation. CD4^+^ T cells can differentiate into subsets with different effector functions. Th1, Th2, Th17, T follicular helper (Tfh), and regulatory T cells (Treg) are characterized by the expression of transcriptional marker T-bet, GATA3, RORγt, Bcl6, and FOXP3, respectively (Golubovskaya and Wu, 2016). Among the different subsets of CD4^+^ T cells, Th1 cells are known to play an essential role in the immune response against intracellular pathogens, such as bacteria and protozoa, by producing Th1 cytokines such as TNF-α and IFN-γ (Szabo et al., 2003; Zhu and Paul, 2008; Belizario et al., 2016). In contrast, Th2 cells play a significant role in the immune response against extracellular pathogens, such as helminths, by producing Th2 cytokines such as IL-3, IL-4, IL-5, and IL-13 (Constant and Bottomly, 1997; Bonecchi et al., 1998; Belizario et al., 2016).

Thymic Stromal Lymphopoietin (TSLP) and Th2 immunity have been extensively studies in the context of atopic diseases like asthma and atopic dermatitis (Al-Shami et al., 2005; Liu, 2006; Shikotra et al., 2012; Ziegler, 2012). TSLP and Th2 cells are found to play complex roles in cancer. On one hand, TSLP and Th2 immunity has been implicated in promoting tumor progression and metastasis. Studies have shown an association between the presence of Th2 cells in the tumor microenvironment (TME) and cancer progression in breast and lung cancers (DeNardo et al., 2009; Zaynagetdinov et al., 2015; Tokumaru et al., 2020). TSLP, at baseline level, has been shown to act directly on tumor cells and induce anti-apoptotic Bcl-2 expression (Kuan and Ziegler, 2018). Additionally, in response to TSLP, tumor cells have been shown to be secreting IL-1α that act on myeloid cells in the TME, which subsequently secrete TSLP back to tumor cells, creating an IL-1α/TSLP positive feedback loop (Olkhanud et al., 2011; Pedroza-Gonzalez et al., 2011; Kuan and Ziegler, 2018). On the other hand, TSLP induction is capable of driving inflammatory Th2 cell activation, which blocks carcinogenesis by inducing terminal differentiation in a spontaneous breast and lung cancer models (Demehri et al., 2016; Boieri et al., 2022; Guennoun et al., 2022). In addition, Th2 cell immunity plays a critical role in regulating tumor development, and depletion of Transforming Growth Factor (TGF)-β receptors on CD4^+^ T cells, but not CD8^+^ T cells, which can halt tumor progression in breast cancer (Liu et al., 2020). Importantly, most cancer-protective effects of TSLP/Th2 cells have been discovered in the context of early carcinogenesis using spontaneous cancer models.

We have previously shown that *K14-Tslp* ^*+/tg*^, *MMTV-PyMt* ^*+/tg*^ (Tslp^tg^, PyMt^tg^) mice are protected against early breast cancer development (Demehri et al., 2016; Boieri et al., 2022). However, it is unclear whether TSLP induction can also block tumor growth in advanced, metastatic breast cancer models. In this study, we investigated the role of TSLP induction during advanced breast cancer development using the PyMt cell line model in the context of TSLP induction in Tslp^tg^ mice (Demehri et al., 2016; Saxena et al., 2018). We found that classical Th1 cytokines, interferon-gamma (IFN-γ) and tumor necrosis factor-alpha (TNF-α), mediated the antitumor effect of TSLP-activated CD4^+^ T cells against advanced breast cancer through the induction of cellular senescence. Our findings provide novel insights into the mechanism of CD4^+^ T cell immunity and highlight TSLP induction as a potential therapeutic strategy in advanced breast cancer.

## Results

### Thymic stromal lymphopoietin induction protects against advanced breast cancer

To explore the antitumor effect of TSLP induction in early- versus late-stage breast cancer, we examined breast cancer development using the orthotopic breast tumor transfer model. Primary breast tumor cells from PyMt^tg^ mice or PyMt cell line were implanted into the abdominal mammary fat pad of Tslp^tg^ and wild-type (WT) controls on the C57BL/6 background. Tslp^tg^ mice that received primary tumor had delayed tumor growth and smaller tumors at endpoint compared with WT mice (*p* < 0.0001, Figure 1A). Transfer of primary tumors into Tslp^tg^ mice led to development of low-grade fibrocystic-like tumors compared with high-grade tumors in WT mice (Figure 1B) (Boieri et al., 2022). Tslp^tg^ mice receiving PyMt cell line also showed significantly delayed tumor growth and smaller tumors compared with WT mice (*p* < 0.0001, Figure 1C). However, histological analysis of the resected breast tumors from Tslp^tg^ and WT implanted with PyMt cell line did not show a change in cellular morphology between the two groups (Figure 1D). Furthermore, Tslp^tg^ mice PyMt cell line-derived breast tumor did not show a considerable number of apoptotic cells compared to WT mice suggesting that the suppressed breast tumor growth in Tslp^tg^ mice was not mediated by apoptosis induction (Supplementary Figure S1). Flow cytometry analysis of PyMt cell line-derived breast tumors and tumor-draining lymph nodes from Tslp^tg^ and WT mice revealed increased CD4^+^ T cells, especially GATA3^+^ CD4^+^ T cells in Tslp^tg^ compared with WT mice (Figures 1E–J). These findings demonstrate that TSLP induction protects against advanced breast tumor growth, which associates with the induction of CD4^+^ T cells against the cancer cells.

**FIGURE 1:**
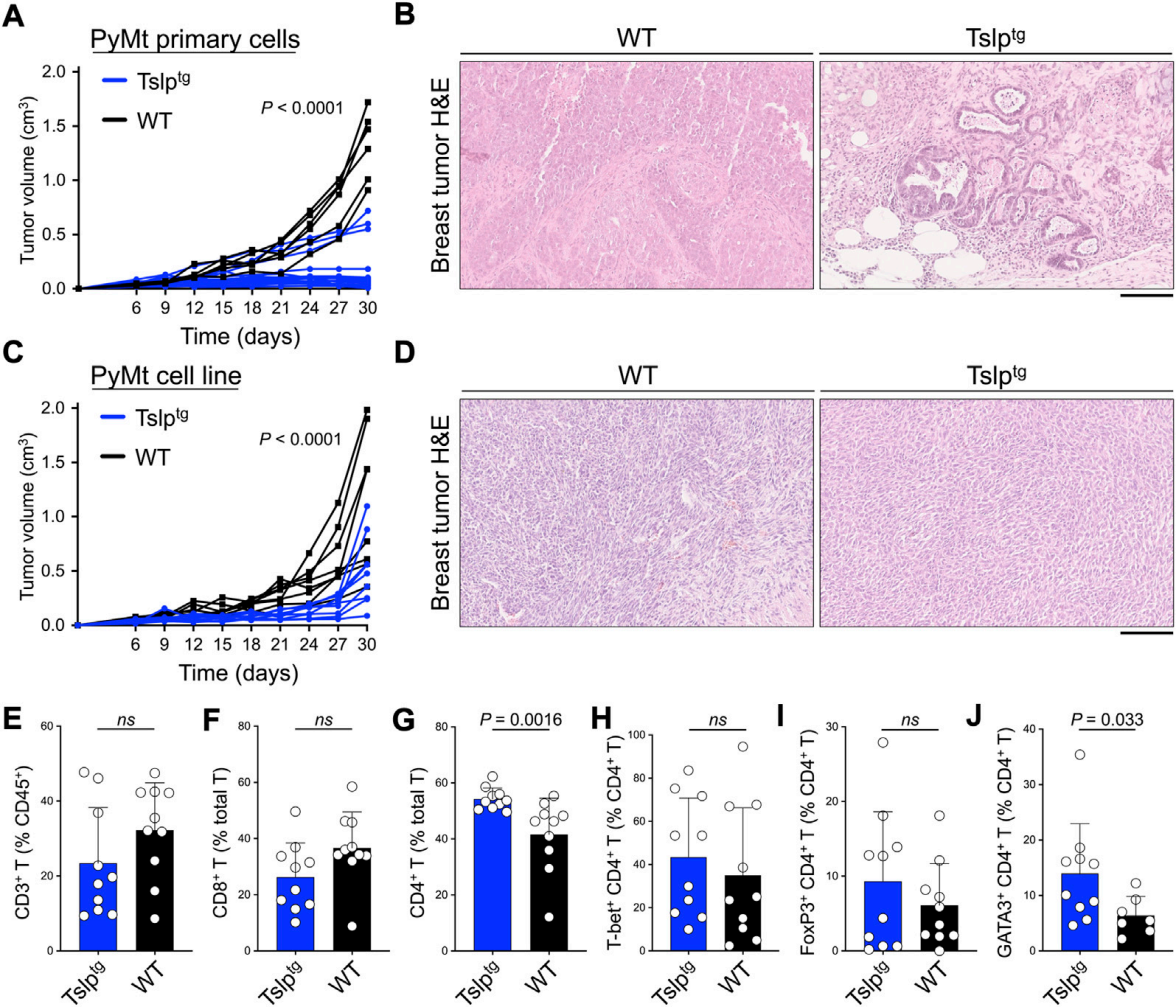
TSLP induction protects against early and advanced breast cancer. **(A)** PyMt^tg^ primary breast tumor growth in Tslp^tg^ (test, *n* = 19) versus WT (control, *n* = 6) mice (*p* < 0.0001, two-way ANOVA). **(B)** Representative images of hematoxylin and eosin (H&E)-stained PyMt primary breast tumors in Tslp^tg^ versus WT mice. **(C)** PyMt cell line-derived tumor growth in Tslp^tg^ (test, *n* = 9) versus WT (control, *n* = 8) mice (*p* < 0.0001, two-way ANOVA). **(D)** Representative images of H&E-stained PyMt cell line-derived tumors in Tslp^tg^ or WT mice. **(E–J)** Percent **(E)** CD3^+^ T cells among CD45^+^ cells, **(F)** CD8^+^ T cells among CD3^+^ T cells, **(G)** CD4^+^ T cells among CD3^+^ T cells, **(H)** T-bet^+^ Th1 cells among CD4^+^ T cells, **(I)** FoxP3^+^ Tregs among CD4^+^ T cells, and **(J)** GATA3^+^ Th2 cells among CD4^+^ T cells, collected from tumors and tumor-draining lymph nodes of Tslp^tg^ (test, *n* = 10) versus WT (control, *n* = 10) mice. *ns*: not significant, Mann-Whitney *U* test. Scale bars: 100 μm, bar graphs show mean + s.d.

### CD4^+^ T cell supernatant alone is sufficient to suppress PyMt cell proliferation

To determine whether TSLP-stimulated CD4^+^ T cells can directly affect the proliferation of PyMt cells, we developed an *in vitro* culture system. CD4^+^ T cells were sorted from tumors and tumor-draining lymph nodes of *Tslp* transgenic (test) or *Tslpr* knockout (Tslpr^KO^, control) mice and stimulated *ex vivo* using anti-CD3/CD28 antibodies plus TSLP. T cells supernatants were collected at the end of stimulation. The addition of TSLP to the culture media was critical to stimulate CD4^+^ T cells *ex vivo*. Because of the presence of TSLP in the culture media, we used sorted CD4^+^ T cells from Tslpr^KO^ mice as controls. PyMt cells were cultured in media alone, media supplemented with TSLP, TSLP-activated WT CD4^+^ T cells (test) and their supernatant, or test CD4^+^ T cell supernatant only. After 72 h in culture, immunofluorescence staining showed significantly lower cytokeratin signal reflecting lack of PyMt cell proliferation in culture with test CD4^+^ T cells or test CD4^+^ T supernatant alone compared with cells grown in media or media plus TSLP (Figure 2A). These results suggest that TSLP-stimulated CD4^+^ T cells secrete factor(s) that can block the growth of PyMt cells *in vitro*.

**FIGURE 2:**
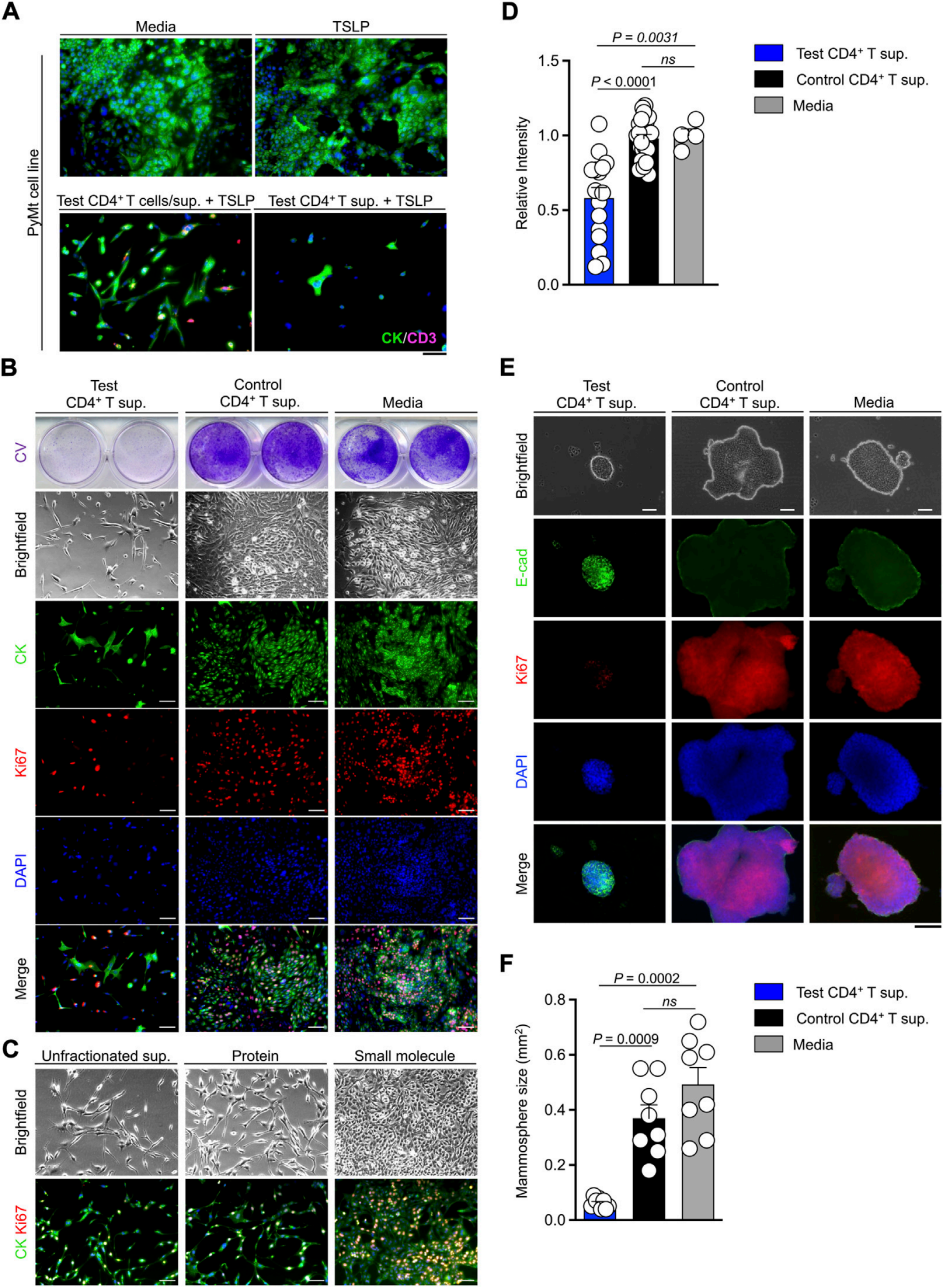
TSLP-activated CD4^+^ T cell supernatant blocks PyMt cell proliferation *in vitro*. **(A)** Representative images of cytokeratin (CK) and CD3^+^ T cells (CD3) immunofluorescence staining on 2D PyMt culture treated with media alone (top left), media plus TSLP (top right), TSLP-activated WT CD4^+^ T cells (test CD4^+^ T cells), their supernatant (sup.) and TSLP (bottom left), or CD4^+^ T cell supernatant and TSLP (bottom right). **(B)** Representative images of 2D proliferation assay with crystal violet staining (upper panels), brightfield (middle panels), and immunofluorescence staining for CK/Ki67/DAPI (lower panels) on PyMt cell line treated with test CD4^+^ T supernatant, control Tslpr^KO^ CD4^+^ T supernatant, or media alone. Supernatants were from the second and third rounds of CD4^+^ T cell stimulation *ex vivo*. **(C)** Representative images of 2D proliferation assay with brightfield (top panels) and immunofluorescence staining for CK/Ki67 (lower panels) on PyMt cell line treated with unfractionated test CD4^+^ T supernatant, protein fraction from test CD4^+^ T supernatant, or small molecule fraction from test CD4^+^ T supernatant. **(D)** Quantification of crystal violet-stained PyMt cells cultured in test CD4^+^ T supernatant (*n* = 16), control CD4^+^ T cell supernatant (*n* = 23) and control media (*n* = 4) conditions. Relative intensity of crystal violet stain in each well is determined using ImageJ. Each dot represents one well of culture plate (*ns*: not significant, Mann Whitney *U* test). **(E)** Representative images of 3D PyMt mammosphere brightfield (upper panels), immunofluorescence staining for E-cadherin(E-cad)/Ki67/DAPI (lower panels) after exposure to test CD4^+^ T supernatant, control CD4^+^ T supernatant, or media alone. **(F)** Quantification of mammosphere size in test CD4^+^ T cell supernatant (*n* = 8), control CD4^+^ T cell supernatant (*n* = 8) and control medium (*n* = 8). Each dot represents one mammosphere (*ns*: not significant, Mann Whitney *U* test). Scale bars: 100 μm, bar graphs show mean + s.d.

Next, we performed PyMt cell proliferation assay, where PyMt cells were treated with test CD4^+^ T supernatant, control CD4^+^ T supernatant, or media alone (Figure 2B). Crystal violet staining, brightfield, and immunofluorescence images of PyMt cells showed a significantly lower cell proliferation rate in PyMt cultured in test CD4^+^ T supernatant compared with control CD4^+^ T supernatant (*p* < 0.0001) and media (*p* = 0.0031) at 72 h after exposure to test and control CD4^+^ T supernatants (Figure 2D). To investigate which soluble agents produced by TSLP-stimulated CD4^+^ T cells could be responsible for blocking PyMt cell proliferation, we fractionated the test CD4^+^ T cell supernatant based of the molecular mass of 3 kilodalton (kDa) and cultured PyMt cells in the different fractions. Both brightfield and CK/Ki67 immunofluorescence imaging demonstrated that while the small molecule fraction (<3 kDa) of the test CD4^+^ T supernatant did not show any growth suppressing effect, both unfractionated and the protein fraction (>3 kDa) fraction of the test CD4^+^ T supernatant blocked PyMt cell proliferation (Figure 2C). These results suggest that proteins including cytokines secreted by TSLP-activated CD4^+^ T cells are likely responsible for the suppression of PyMt cell proliferation.

PyMt cell line was exposed to the supernatant from the CD4^+^ T cells in a 3D mammosphere culture system and stained for E-cadherin as a marker of epithelial cells and Ki67 to mark proliferating cells. At 7 days after treatment with T cell supernatants, PyMt cells cultured in the supernatant from test CD4^+^ T cells formed small spherical mammospheres with low proliferation, while PyMt cells cultured in control CD4^+^ T cell supernatant formed large and irregularly shaped mammospheres with a higher number of Ki67^+^ cells (Figures 2E,F). Collectively these results show that TSLP-stimulated CD4^+^ T cells produce soluble factors that block the proliferation of PyMt cells *in vitro*.

### CD4^+^ T cell supernatant causes PyMt cell senescence

To determine the mechanism involved in the arrest of PyMt proliferation when exposed to test CD4^+^ T cell supernatant, we performed RNA sequencing on the PyMt cells after culture with test versus control CD4^+^ T cells supernatants. 

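RNA of the PyMt breast cancer cell line was sequenced in 10 libraries, 6 from cells in test supernatant and 4 from cells in control supernatant. The labels sort the libraries into 5 sets of 2, tagged Blank, Control, Test1, Test2 and Test3. Both Blank and Control libraries are titled as control supernatant, and neither the labels nor the paper's text explains the tag Blank, so values of these sets are given apart where they bear on a result. Nothing states that the libraries came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. Libraries were sequenced at BGI, reads were aligned with Bowtie to mm10, and the authors deposited the expression of 17171 genes as FPKM with 2 decimals. The FPKM of a library summed to 414783 to 425896 in control (median 421244) and to 419709 to 487591 in test (median 436934). Control libraries had 14377 to 14925 genes above 0 and test libraries 14074 to 14964. Read totals are not given. The spacing of the lowest values of 5562 genes with a single transcript length gave an estimate of 12.7 to 13.3 M reads (M, mega) in control and 11.0 to 14.9 M in test, although the estimate for Test3-1 moved between 10.8 and 22.7 M with the assumed length offset. Differential expression was tested with limma on log2(FPKM + 1) over the 11169 genes with at least 1 FPKM in at least 4 libraries, and a gene was called changed at an adjusted p under 0.05. Fold changes on this scale understate the change of low genes. Where limma's fit of the 5 label sets is named, its spread is that between the 2 libraries within each set. Its p-values thus leave out differences between the sets of a condition.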

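In test supernatant, PyMt cells had more RNA of Nos2, Csf3 and Ccl2 and less of Spry1 and Pdgfrb. Nos2, the inducible nitric oxide synthase, rose from 8.39 ± 6.78 FPKM (SD, n = 4) in control to 169.6 ± 32.3 (SD, n = 6) in test, a log2 fold change of 4.50 (standard error 0.40, adjusted p = 0.000515 from limma). Csf3, which encodes granulocyte colony-stimulating factor, rose from 13.3 ± 10.3 to 177 ± 47.0 FPKM, and the monocyte chemokine Ccl2 from 53.9 ± 45.3 to 595 ± 201 (log2 fold changes 3.90 and 3.87, adjusted p = 0.000926 and 0.00313 from limma). The interferon-induced chemokines Cxcl9 and Cxcl10, the iron-binding protein gene Lcn2, the arginine transporter gene Slc7a2, Ccl7 and the interleukin 13 receptor gene Il13ra2 rose by 3.34 to 3.69 on the log2 scale. Against Control-tagged libraries these differences were smaller, 2.04 to 2.71 for Il13ra2, Ccl7, Slc7a2 and Lcn2, 2.01 for Cxcl9 and 1.47 for Cxcl10 (limma's fit of the 5 label sets), and so were those of Nos2 (3.49), Csf3 (2.97), Ccl2 (2.62), Spry1 (-1.70) and Pdgfrb (-1.21). Cxcl10 had means of 40.6 FPKM in Blank-tagged and 693 in Control-tagged libraries, and Cxcl9 of 3.51 and 45.9. Spry1, an inhibitor of receptor tyrosine kinase signaling, fell from 20.0 ± 7.62 to 3.95 ± 2.37 FPKM and Pdgfrb, a receptor of platelet-derived growth factor, from 32.0 ± 16.9 to 7.16 ± 2.24 (log2 fold changes -2.15 and -1.90, adjusted p = 0.00694 and 0.00702 from limma). Galnt15, Trib2, Cdon, Aspa, Dapk2 and Tgfb3 fell by 1.55 to 1.79 on the log2 scale. Against Control-tagged libraries these falls were smaller (limma's fit of the 5 label sets). They were -1.07 for Cdon, -1.08 for Aspa and -1.29 to -1.50 for Tgfb3, Trib2, Dapk2 and Galnt15. In all, 330 genes were higher and 549 lower, of which 144 and 56 changed by at least 1 on the log2 scale. The excess of lower genes was not kept in several alternatives, with 36 higher and 8 lower against Control-tagged libraries alone, 223 and 180 against them in limma's fit of the 5 label sets, 82 and 63 without Blank-1, 83 and 62 without Blank-2, 101 and 90 without Test1 and 152 and 150 with the label set as a random effect. Of all 11169 tested genes, 1059 had every test library above, or every one below, every control library. Of the higher genes, 292 also had a higher mean in Control-tagged than in Blank-tagged libraries, and of the lower genes 517 had a lower one. The total of 879 fell to 145 without Blank-1 or without Blank-2, 476 without Test1-2 and 461 without Test3-2, rose to 1459 without Control-1, and was 44 against Control-tagged libraries alone and 0 with the label set as the unit (1426 at an unadjusted p under 0.05). The calls of Trib2 and Aspa were lost without Blank-1 or Blank-2 (highest adjusted p = 0.0831 from limma), that of Cxcl9 without Blank-2 (0.0513), and that of Cxcl10 without Blank-1, Blank-2 or Test3-2 (0.0996).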

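Of 48 measured genes of proliferation, listed before the data were examined, 6 were lower in test supernatant and 1 was higher (17 and 1 when adjusted over the list alone). The median log2 fold change of the list was -0.28 (camera adjusted p = 6.5e-06, and adjusted p = 0.261 with an estimated correlation). Mcm2 and Mcm4, subunits of the replicative helicase, fell from 56.2 ± 2.03 to 40.9 ± 3.96 FPKM and from 56.6 ± 6.85 to 40.8 ± 2.35 (SD, n = 4 control and 6 test), while Tyms, thymidylate synthase, rose from 27.2 ± 1.11 to 36.3 ± 4.04. Mki67, which encodes Ki67, had 139.7 ± 30.1 FPKM in control and 90.7 ± 24.3 in test and did not pass the test (log2 fold change -0.64, standard error 0.21, adjusted p = 0.0799 from limma). Its means were 165.7 FPKM in Blank-tagged, 113.8 in Control-tagged and 84.5, 70.7 and 116.8 in Test1, Test2 and Test3 libraries. The mean of the test sets differed from Control-tagged libraries by -0.37 (adjusted p = 0.249 from limma's fit of the 5 label sets). Ccnb1, the mitotic cyclin, had 66.5 ± 2.85 and 66.7 ± 5.99 FPKM, and Top2a and Cdk1 also did not pass (adjusted p = 0.986 and 0.967 from limma). Among 10 genes of cell cycle arrest, Cdkn1a, which encodes p21, and Gadd45b rose and Cdkn1b, which encodes p27, Rbl2 and Rb1 fell, the same numbers when adjusted over the list alone (camera adjusted p = 0.616). That list held 13 genes, of which 11 are among the deposited genes. Cdkn2a and Cdkn2b, also fixed in advance, are not among the deposited genes and could not be compared. Rb1 and, below, Aen were chosen after their values were seen. Cdkn1a went from 39.7 ± 4.32 to 65.8 ± 16.8 FPKM (log2 fold change 0.69, adjusted p = 0.0293 from limma), and Trp53 had 101.5 ± 17.0 and 113 ± 15.9 (adjusted p = 0.503). Of 22 targets of p53, Fas, Btg2, Cdkn1a and Aen rose and Plk2 fell (5 and 2 when adjusted over the list alone), and the list was not called (camera adjusted p = 0.122). Of the 22, 6 were higher in Test3 than in the mean of Test1 and Test2 and none was lower (9 and 0 when adjusted over the list alone). Cdkn1a and Mdm2 were among the 6. The median of that difference was 0.33 (camera adjusted p = 1.4e-05, and adjusted p = 0.025 with an estimated correlation). Against Control-tagged libraries the list's median was -0.08 in Test1, 0.05 in Test2 and 0.34 in Test3. The proliferation list also had a median of -0.27 in Control-tagged against Blank-tagged libraries (camera adjusted p = 3.2e-07), and of -0.08 in the mean of the test sets against Control-tagged libraries. The calls of Mcm2, Mcm4, Fas and Rbl2 were lost without Blank-1 or Blank-2, that of Btg2 without Blank-1, that of Tyms also without Control-2 or Test1-2, that of Cdkn1a also without Control-2 or Test3-2, that of Cdkn1b also without Test1-2 or Test3-2, that of Plk2 without any of 5 libraries, and those of Rb1 and Aen without any of 8 (highest adjusted p = 0.136 from limma).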

Among the top 20 differentially upregulated genes in the cells that were exposed to test CD4^+^ T supernatant, several genes, such as interleukin (IL)-6, matrix metallopeptidase 13, and interleukin 1 alpha, belonged to the senescence-associated secretory phenotype (SASP, Figure 3A) (Coppe et al., 2010a; Coppe et al., 2010b; Hudgins et al., 2018). 

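Il6, which encodes interleukin 6, lies on chromosome 5 of GRCm38 from 30013114 to 30019975. It rose from 0.68 ± 0.29 FPKM (SD, n = 4) in control to 40.0 ± 17.4 (SD, n = 6) in test, a log2 fold change of 4.49 (standard error 0.32, adjusted p = 8.8e-05 from limma), and every test library lay above every control library (exact permutation test, two-sided p = 0.00476, the smallest p that 6 libraries against 4 allow). Il1a, on chromosome 2 from 129299609 to 129310186, encodes interleukin 1 alpha and rose from 0.108 ± 0.034 to 3.45 ± 2.93 FPKM (log2 fold change 1.73, standard error 0.43, adjusted p = 0.0321 from limma). Mmp13, a collagenase gene on chromosome 9 from 7272514 to 7283333, had 0.485 ± 0.118 FPKM in control and 18.4 ± 23.5 in test, with means of 5.89 in Test1, 0.76 in Test2 and 48.7 in Test3, and did not pass the test (log2 fold change 2.51, standard error 0.91, adjusted p = 0.113 from limma). Mmp13 was higher in Test3 than in the mean of Test1 and Test2 by 3.84 on the log2 scale (adjusted p = 8.4e-07 from limma's fit of the 5 label sets).

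Of 44 measured genes of a general SASP list fixed beforehand, 16 were higher in test, Vegfa and Csf2 among them, and Fn1 and Kitl were lower (26 and 5 when adjusted over the list alone). Kitl was chosen after its values were seen. Csf2, granulocyte-macrophage colony-stimulating factor, rose from 1.86 ± 1.00 to 20.0 ± 7.76 FPKM, and Vegfa, vascular endothelial growth factor A, from 32.8 ± 6.33 to 65.3 ± 8.40. The list's median log2 fold change was 0.77 (camera adjusted p = 1.6e-12, and adjusted p = 0.0942 with an estimated correlation). Among called genes ranked by log2 fold change, the top 20 held 5 genes of this list, Il6, Csf3, Ccl2, Ccl7 and Csf2, of which Il6 is also 1 of the 14 genes of Fig. 3A, and Il1a had rank 55. Il6, Ccl2, Ccl7 and Csf2 are also members of the list of TNF and NF-κB response genes given below. With the ratio of mean FPKM without a pseudocount as the ranking, the top 20 held 6 of the 14 genes, Il6, Mmp13 and Il1a among them. The call of Il1a was lost without Blank-1, Blank-2, Control-2, Test1-1, Test1-2 or Test3-2 (highest adjusted p = 0.105 from limma) and that of Fn1 without Blank-1, Blank-2, Test1-1 or Test3-2 (0.12), and that of Kitl without any of 8 libraries (0.178). The paper states that several of its top 20 upregulated genes belong to the SASP, and next examines whether the cells undergo senescence.

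**Figure D1:**
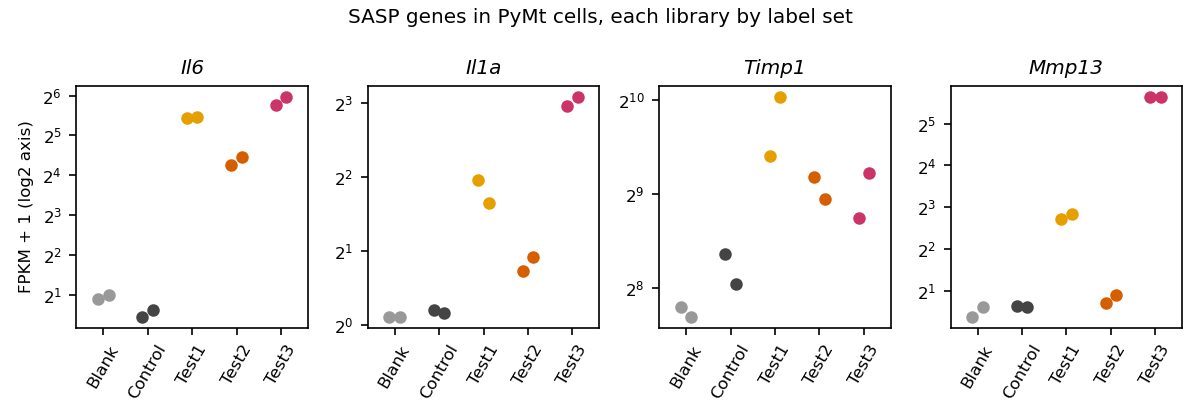
FPKM + 1 on a log2 axis for Il6, Il1a, Timp1 and Mmp13, with each point 1 library and the libraries sorted by label set (2 per set). All 6 test libraries lie above all 4 control libraries for each gene, and Mmp13 is near the control level in Test2 (mean 0.76 FPKM) and far above it in Test3 (48.7).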

To examine whether PyMt cells exposed to test CD4^+^ T supernatant undergo senescence, we performed a beta-galactosidase assay (X-gal staining) on test versus control CD4^+^ T supernatant-treated PyMt cells. PyMt cells cultured in test T supernatant showed X-gal positive signals while control cells had no X-gal signal (Figure 3B). In addition, IL-6 was secreted at higher levels by PyMt cells cultured in test compared with control CD4^+^ T supernatant (Figure 3C). Consistent with these results, PyMt cell line-derived breast tumors from Tslp^tg^ mice showed the activation of p21/p53 axis compared with WT mice supporting the induction of senescence by TSLP-activated CD4^+^ T cells *in vivo* (Supplementary Figure S2).

**FIGURE 3:**
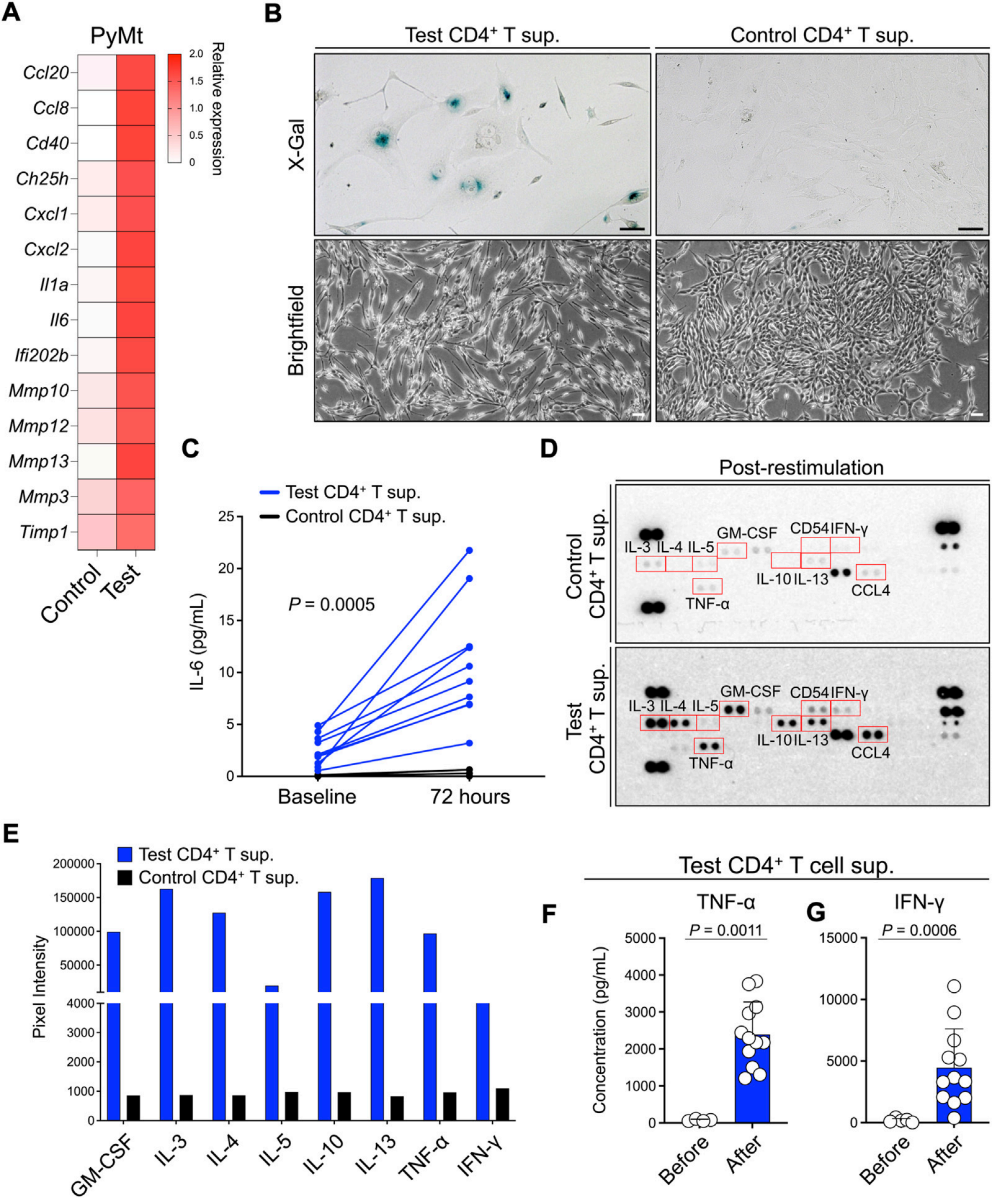
TSLP-activated CD4^+^ T cell supernatant induces senescence-like phenotype in PyMt cells. **(A)** The transcriptome analysis for SASP gene expression in PyMt cells treated with TSLP-activated WT CD4^+^ T cell supernatant (sup.) (test, *n* = 6) versus Tslpr^KO^ CD4^+^ T supernatant (control, *n* = 4). The heatmap demonstrates the ratio between mean fragments per kilobase of transcript per million mapped reads (FPKM) value of each group and the average of mean FPKM values of the two groups. **(B)** Representative images of X-Gal staining (upper panels) and brightfield (lower panels) of PyMt cells treated with test versus control CD4^+^ T supernatant (scale bars: 100 μm). The beta-galactosidase activity was detectable at pH 6.0. **(C)** Quantification of IL-6 concentration, measured by ELISA, in test (*n* = 10) versus control CD4^+^ T cell supernatants (*n* = 8) before and 72 h after in PyMt cell culture (*p* = 0.0005, two-way ANOVA). **(D)** Representative mages of protein arrays performed on CD4^+^ T cells supernatants from the control (top panel) and test T cells (bottom panel). Supernatants used in this assay were collected after CD4^+^ T cell stimulation *in vitro*. Red boxes highlight upregulated cytokines in test compared with control CD4^+^ T cells supernatant, including Th1-associated cytokines (TNF-α and IFN-γ) and Th2-associated cytokines (IL-3, IL-4, IL-5, IL-13, GM-CSF). **(E)** Quantification of cytokines upregulated in test CD4^+^ T cell supernatant on protein arrays using ImageJ. **(F,G)** Quantification of **(F)** TNF-α and **(G)** IFN-γ concentrations, measured by ELISA, in test CD4^+^ T cell supernatants before (*n* = 4) and after restimulation (*n* = 12), Mann-Whitney *U* test. Post-restimulation supernatants were collected after three cycles of stimulation with anti-CD3/CD28 antibodies plus TSLP. Bar graphs show mean + s.d. The same amount of total protein for each sample was used for protein detection and quantification in **(D–G)**.

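Each of the 14 genes of Fig. 3A had a higher mean FPKM in test than in control, and 8 of them were expressed highly enough to be tested. Il6, Il1a and Timp1 passed the test over all genes, and 8 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The list's median log2 fold change was 1.85 (camera adjusted p = 6.9e-08, and adjusted p = 0.143 with an estimated correlation). Timp1, an inhibitor of metalloproteinases on chromosome X of GRCm38 from 20870166 to 20874737, rose from 254 ± 54.3 FPKM (SD, n = 4) to 635 ± 219 (SD, n = 6), which gives ratios of 0.571 and 1.43 to the average of both means (log2 fold change 1.28, adjusted p = 0.00873 from limma). The neutrophil chemokine Cxcl2 had 0.0875 ± 0.133 and 12.1 ± 15.3 FPKM (ratios 0.0144 and 1.99, adjusted p = 0.0631 from limma). The stromelysins Mmp10 and Mmp3 had 3.98 ± 1.44 and 30.8 ± 33.7 FPKM and 7.64 ± 1.30 and 25.9 ± 20.6, with ratios in test of 1.77 and 1.54. Ifi202b, an interferon-induced gene, had a ratio of 0.0944 in control and 1.91 in test. Ccl20, Ccl8, Cd40, Ch25h, Cxcl1 and Mmp12 were below the level needed for the test. Ccl8 and Cd40 are listed at 0 in all 4 control libraries, so their ratio is 2 by construction, and Ccl8 had a mean of 0.08 FPKM in test. Ch25h, cholesterol 25-hydroxylase, had means of 0.6 FPKM in Test1, 0.13 in Test2 and 5.38 in Test3, and Ccl20 of 0.5, 0.58 and 6.25. Of the 8 tested genes, 7 were higher in Test3 than in the mean of Test1 and Test2, Timp1 being the exception (log2 difference -0.41, adjusted p = 0.256 from limma's fit of the 5 label sets). Against Control-tagged libraries alone, Il6 kept its call, while Timp1 and Il1a lost theirs (adjusted p = 0.212 and 0.372 from limma) at log2 fold changes of 1.05 and 1.69. Timp1 and Il1a passed against Control-tagged libraries in limma's fit of the 5 label sets (adjusted p = 0.0128 and 0.000173). That comparison was added after the data had been seen and leaves out the spread between test sets, so it does not restore the lost calls. Il1a had means of 2.5, 0.765 and 7.075 FPKM in Test1, Test2 and Test3.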

To determine the factor(s) released by TSLP-stimulated CD4^+^ T cells that are responsible for inducing PyMt senescence, we analyzed components of CD4^+^ T supernatants using a cytokines and chemokines array. In addition to the production of canonical Th2 cytokines such as IL-3, IL-4, IL-5 and IL-13, test CD4^+^ T supernatant contained higher levels of TNF-α and IFN-γ compared with control CD4^+^ T supernatant (Figures 3D,E). Consistent with the protein array results, after three rounds of stimulation with anti-CD3/CD28 antibodies plus TSLP, test CD4^+^ T cell supernatant showed significant upregulation in TNF-α (*p* = 0.0011) and IFN-γ (*p* = 0.0006) (Figures 3F,G). These findings demonstrate that Th1-associated cytokines, IFN-γ and TNF-α, are secreted by TSLP-stimulated inflammatory Th2 cells and suggest that these Th1-like cytokines may play a role in inducing senescence in advanced breast tumors.

### TNF-α and IFN-γ are required for thymic stromal lymphopoietin-activated CD4^+^ T cells effect against PyMt cells

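Tnfrsf1a, which encodes TNF receptor 1, and Ifngr1, the ligand-binding chain of the IFN-γ receptor, were expressed in all 10 libraries of PyMt cells. Tnfrsf1a lies on chromosome 6 of GRCm38 from 125349723 to 125362483 and had 49.1 ± 23.7 FPKM (SD, n = 4) in control and 67.8 ± 19.7 (SD, n = 6) in test (log2 fold change 0.53, standard error 0.29, adjusted p = 0.28 from limma). Its lowest library had 29.8 FPKM and its highest 94.6. Ifngr1 lies on chromosome 10 from 19591949 to 19610229 and had 17.0 ± 2.62 and 14.3 ± 1.41 FPKM (log2 fold change -0.23, standard error 0.11, adjusted p = 0.227 from limma). Neither receptor passed the test between test and control. Tnfrsf1a had means of 30.0 FPKM in Blank-tagged and 68.2 in Control-tagged libraries, a log2 difference of 1.14 (adjusted p = 0.00474 from limma's fit of the 5 label sets), and lay at 63.2, 90.0 and 50.2 FPKM in Test1, Test2 and Test3. Tnfrsf1b, which encodes TNF receptor 2, had 19.7 ± 2.63 and 21.2 ± 4.17 FPKM (adjusted p = 0.764). Ifngr2, the second chain of the IFN-γ receptor, rose from 44.1 ± 14.4 to 75.6 ± 9.81 FPKM (log2 fold change 0.81, standard error 0.19, adjusted p = 0.0246), and lost its call without Blank-1, Blank-2 or Test1-2 (highest adjusted p = 0.105 from limma). Its means were 31.6 FPKM in Blank-tagged and 56.6 in Control-tagged libraries, and against the latter the rise was 0.40 (adjusted p = 0.0448 from limma's fit of the 5 label sets).

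Genes that respond to both cytokines were also measured. Of 35 TNF and NF-κB response genes on a list fixed beforehand, 25 were higher in test and none was lower (29 and 0 when adjusted over the list alone), with a median log2 fold change of 1.30 (camera adjusted p = 9.1e-30, and adjusted p = 0.0894 with an estimated correlation). Il6, Ccl2, Ccl7 and Csf2 are among the genes shared with the general SASP list, so these lists are not independent evidence. Sod2, mitochondrial superoxide dismutase, rose from 16.6 ± 6.84 to 71.6 ± 14.9 FPKM (with means of 10.7 in Blank-tagged and 22.6 in Control-tagged libraries) and Nfkbia, the inhibitor of NF-κB, from 30.2 ± 6.08 to 153.9 ± 96.7, the latter call being lost without Blank-1 or Blank-2 (highest adjusted p = 0.0547 from limma). Of 45 interferon response genes, 7 were higher and none was lower (35 and 0 when adjusted over the list alone), with a median of 1.89 (camera adjusted p = 3.5e-18, and adjusted p = 0.26 with an estimated correlation). Interferon response genes separated the sets of control libraries, since 41 of the 45 were higher in Control-tagged than in Blank-tagged libraries, by a median of 2.93 on the log2 scale, and the mean of the test sets differed from Control-tagged libraries by a median of 0.10 and a mean of 0.33, with 9 higher and 2 lower (14 and 3 when adjusted over the list alone, camera adjusted p = 1.2e-06, and adjusted p = 0.114 with an estimated correlation). Irf1 and Cd274, which encodes PD-L1, did not pass between test and control (log2 fold changes 1.89 and 2.16, adjusted p = 0.086 and 0.0535 from limma), although every test library lay above every control library for both. Irf1 had means of 22.4 FPKM in Blank-tagged, 229 in Control-tagged and 273 in test libraries. Against Control-tagged libraries its log2 difference was 0.24 (adjusted p = 0.182 from limma's fit of the 5 label sets). Cd274 was higher in the mean of the test sets than in Control-tagged libraries (log2 difference 0.60, adjusted p = 0.0317 from limma's fit of the 5 label sets). By set, its difference from Control-tagged libraries was 0.32 in Test1, 0.34 in Test2 and 1.12 in Test3. Only that of Test3 passed (adjusted p = 0.00207 from the same limma fit). All 13 genes of MHC class I were higher in Control-tagged than in Blank-tagged libraries, and none of them passed between test and control (limma, 11 at an unadjusted p under 0.05 and 10 when adjusted over the list alone), with a median of 1.04 (camera adjusted p = 8.1e-07, and adjusted p = 0.283 with an estimated correlation) that was -0.05 against Control-tagged libraries alone.

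**Figure D2:**
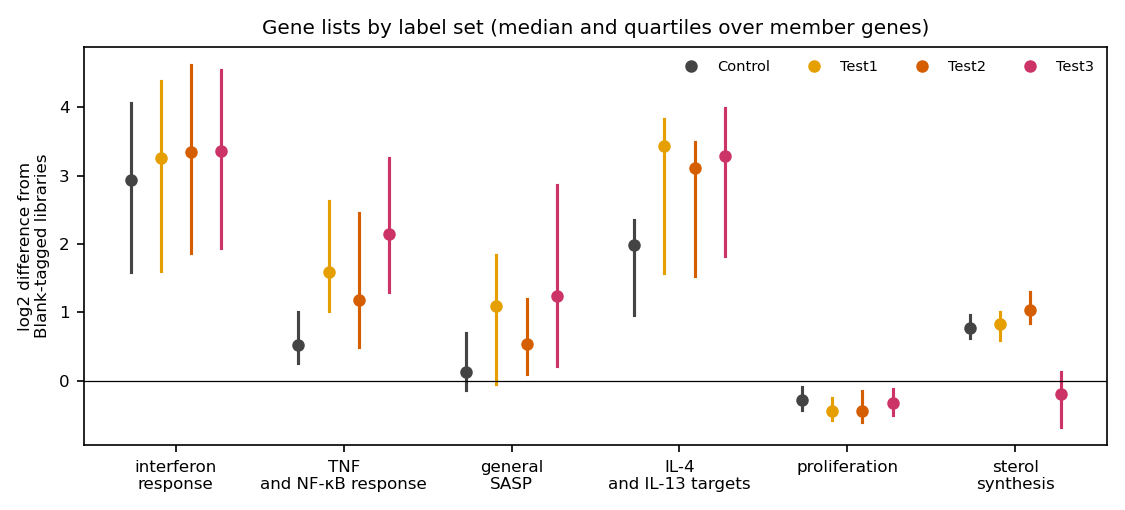
Median (point) and quartiles (line) over the member genes of the log2 difference in FPKM + 1 between each label set and the Blank-tagged libraries, for 6 gene lists. The interferon response list lies near 2.93 to 3.36 in the Control set and all test sets, the TNF and NF-κB list rises from 0.53 in the Control set to 1.18 to 2.14 in the test sets, and the sterol synthesis list is at -0.19 in Test3.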

To further investigate the contribution of TNF-α and IFN-γ to CD4^+^ T cell-induced PyMt cellular senescence, we confirmed the expression of their receptors (*Tnfrsf1* and *Ifngr1*, respectively) in PyMt cells (Figure 4A). Importantly, blocking TNF-α and IFN-γ led to a higher rate of proliferation in PyMt cells treated with test CD4^+^ T supernatant, with the greatest effect seen when blocking both cytokines (Figures 4B,C). In contrast, blocking Th2 cytokines did not affect the inhibition of PyMt cell proliferation by test CD4^+^ T cell supernatant (Supplementary Figure S3). To examine the role of TNF-α and IFN-γ in TSLP-induced PyMt tumor suppression *in vivo*, we implanted PyMt cells in Tslp^tg^ mice and blocked TNF-α and IFN-γ using blocking antibodies. The combination of anti-TNF-α and anti-IFN-γ blocking antibodies reversed the tumor-suppressing effect of TSLP induction and resulted in an accelerated breast tumor growth compared with IgG-treated group (*p* < 0.0001, Figure 4D). Although to lesser degree, TNF-α and IFN-γ blockade also accelerated tumor growth in WT mice (Supplementary Figure S4). Together, these findings indicate that TNF-α and IFN-γ produced by TSLP-stimulated inflammatory Th2 cells play a key role in providing antitumor immunity against advanced breast cancer.

**FIGURE 4:**
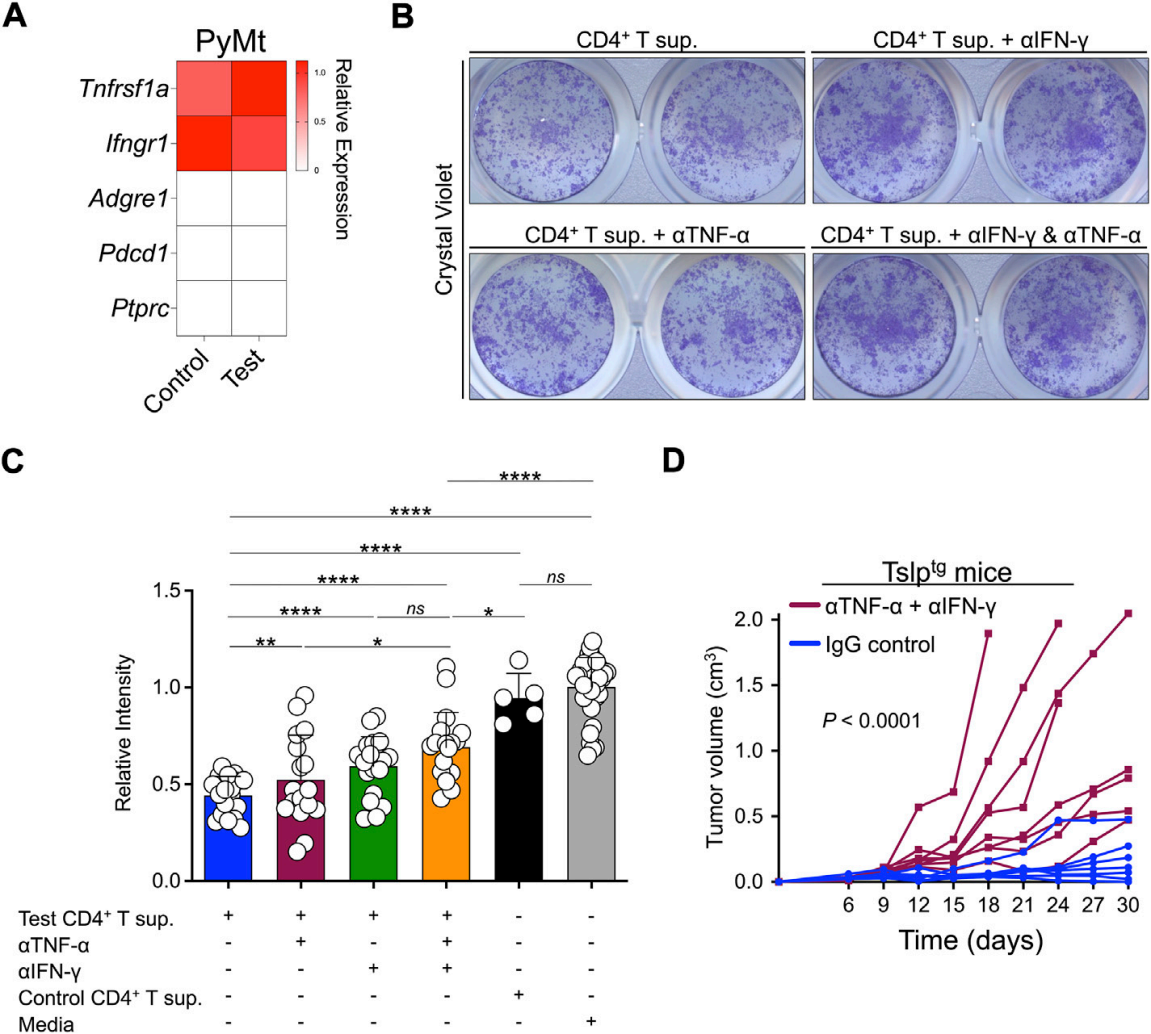
TNF-α and IFN-γ contribute to TSLP-activated antitumor immunity against advanced breast cancer. **(A)** The transcriptome analysis for TNF-α and IFN-γ receptors expression in PyMt cells treated with TSLP-activated WT CD4^+^ T cell supernatant (sup.) (test, *n* = 6) and Tslpr^KO^ CD4^+^ T supernatant (control, *n* = 4). *Adgre1*, *Pdcd1* and *Ptprc* are immune cell-related genes that are shown as negative controls. The heatmap demonstrates the ratio between mean fragments per kilobase of transcript per million mapped reads (FPKM) value of each group and the average of mean FPKM values of the two groups. **(B)** Representative images of 2D proliferation assay with crystal violet staining of PyMt cell line culture with test CD4^+^ T supernatant (top left), test CD4^+^ T supernatant + anti-IFN-γ blocking antibody (top right), test CD4^+^ T supernatant + anti-TNF-α blocking antibody (bottom left), and test CD4^+^ T supernatant + anti-IFN-γ and anti-TNF-α combined (bottom right). **(C)** Quantification of crystal violet-stained PyMt cells cultured in test CD4^+^ T cell supernatant (*n* = 10), test CD4^+^ T supernatant + anti-IFN-γ blocking antibody (*n* = 19), test CD4^+^ T Sup + anti- TNF-α blocking antibody (*n* = 17), test CD4^+^ T Sup + anti- TNF-α and anti-IFN-γ combined (*n* = 18), control CD4^+^ T supernatant (*n* = 5) and media alone (*n* = 36). Relative intensity of crystal violet stain in each well is determined using ImageJ (*: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001, ****: *p* < 0.0001, *ns*: not significant, Mann-Whitney *U* test). Bar graphs show mean + s.d. **(D)** PyMt cell line-derived tumor growth in Tslp^tg^ mice treated with anti-TNF-α and anti-IFN-γ blocking antibodies (test, *n* = 8) versus IgG control (control, *n* = 7, *p* < 0.0001, two-way ANOVA).

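Adgre1, a macrophage marker, Pdcd1, which encodes PD-1, and Ptprc, which encodes CD45, are not listed among the 17171 genes of the table, whose rows each reach at least 0.01 FPKM in 1 or more libraries. Of 19 other T cell markers, Gata3 apart, 9 are listed and Cd3e and Cd4 are not. Cd3d had the highest value, 16.7 FPKM in Test3-1, with means of 1.51 FPKM in Blank-tagged and 3.54 in Control-tagged libraries and at most 5.67 in any other test library. Cd247 had means of 7.04, 6.16 and 5.70 FPKM in Blank-tagged, Control-tagged and test libraries, and both genes were chosen after their values were seen. Of 18 myeloid markers 10 are listed and 3 were tested, and Cd14, Cd68 and S100a8 did not pass the test (7.83 ± 2.68, 7.71 ± 1.97 and 9.63 ± 4.55 FPKM in test, SD, n = 6). Of 6 B cell markers 2 are listed, with at most 0.9 FPKM in any library.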

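As a ratio to the average of both means, Tnfrsf1a was at 0.84 in control and 1.16 in test, and Ifngr1 at 1.09 in control and 0.913 in test. The exact permutation test over the 210 ways to split the libraries into 6 and 4 gave a two-sided p of 0.176 for Tnfrsf1a and 0.0524 for Ifngr1. Neither difference was larger than the spread between libraries allows to call.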

## Discussion

The majority of current cancer immunotherapy strategies have focused on using CD8^+^ CTLs to treat advanced cancers (Mellman et al., 2011). However, the potential efficacy of inducing CD4^+^ T cell response to prevent and treat cancer remains mostly unexplored. Our findings demonstrate a role for TSLP induction in the treatment of advanced breast cancer. These data complement our previous observation that TSLP induction mounts a robust Th2 cell response preventing breast tumor development by inducing terminal differentiation of the early-stage breast cancer cells (Demehri et al., 2016; Boieri et al., 2022). Other studies have also shown that the Th2 cells can provide an antitumor effect during tumorigenesis (Nishimura et al., 1999; Mattes et al., 2003; Lorvik et al., 2016). Together, these findings provide evidence that TSLP induction to drive CD4^+^ T cell activation can potentially be an effective therapeutic strategy to prevent cancer development and progression in high-risk patients.

TSLP has been described to have a pro-tumor effect and can drive tumorigenesis both directly and indirectly. Previous studies have shown that TSLP act directly on tumor cells and provide anti-apoptotic signals sufficient to drive tumor growth (DeNardo et al., 2009; Zaynagetdinov et al., 2015; Tokumaru et al., 2020). Other studies have shown that TSLP can act to facilitate cancer development by suppressing the immune response. These studies have shown that the pro-tumor effect of TSLP is mediated by myeloid suppressor cells that can dampen the immune response, induce wound healing, and provide survival signals for tumor cells (Olkhanud et al., 2011; Kuan and Ziegler, 2018). However, these studies have investigated the baseline levels of TSLP expressed in TME. Thus, TSLP appears to play a dual role, providing both pro and antitumor immunity depending on its expression level and the tumor context.

Our findings demonstrate that TSLP-stimulated CD4^+^ T cell immunity can block breast cancer growth by inducing a cellular senescent phenotype in advanced breast tumors. We show that TSLP-stimulated CD4^+^ T cells are sufficient to establish this antitumor phenotype, which is associated with Th2 polarization. Instead of cellular cytotoxicity, the tumor-suppressive phenotype is mediated by cellular senescence, in which effector CD4^+^ T cells can directly block advanced breast tumor development. Remarkedly, this effector mechanism is mediated by inflammatory Th2 cells releasing Th1 cytokines IFN-γ and TNF-α, which bind to receptors on breast tumor cells. Interestingly, TSLP induction have previously been shown to activate inflammatory Th2 cell phenotype with high TNF-α expression (Ito et al., 2005). In addition, the canonical Th1 cytokines TNF-α and IFN-γ have also been shown to be able to induce cellular senescence in cancers as an alternative mechanism for arresting cancer progression (Braumüller et al., 2013; Rosemblit et al., 2018). Collectively, these results showcase the antitumor function of TSLP and CD4^+^ T cells, which can be a promising therapeutic strategy for cancer immunoprevention and treatment.

The discovery of inflammatory Th2 cells as direct mediators of antitumor immunity in advanced breast carcinogenesis provides fundamental insights into the plasticity of CD4^+^ T cell lineage during immune response. In addition to secreting the canonical Th2 cytokines, IL-4, IL-5, and IL-13, TSLP-stimulated GATA3^+^ CD4^+^ T cells are able to secrete TNF-α and IFN-γ. Thus, a novel antitumor mechanism driven by TSLP-stimulated CD4^+^ T cells and delivered by TNF-α and IFN-γ cytokines results in the senescence of advanced breast cancer cells. Collectively, our research on TSLP induction in breast cancer reveals that during the early stages of breast cancer development, cancer cells respond to TSLP-activated CD4^+^ T cell immunity by undergoing terminal differentiation (Boieri et al., 2022). In contrast, advanced cancer cells are no longer capable of initiating a differentiation program and they respond to TSLP-activated CD4^+^ T cell immunity by undergoing senescence. As such, terminal differentiation and senescence represent novel cancer-suppressing immune mechanisms in the early and late stages of breast cancer, respectively.

### Limitations of this study

We did not have access to CD4-specific Tslpr knockout mice to study whether TSLP-mediated antitumor immunity is mediated solely by CD4^+^ T cells. Although CD8^+^ T cells did not increase in the Tslp^tg^ tumors, it is possible that CD8^+^ T and natural killer cells contributed to the observed tumor suppression phenotype in response to TSLP induction as TSLP receptor is broadly expressed on immune cells. Further, we have only used Tslp^tg^ transgenic mice as our model of TSLP induction. Future studies are warranted to determine the effect of transient TSLP induction on advanced breast cancer.

## Materials and methods

### Study approval

Animal studies were approved by Massachusetts General Hospital Institutional Animal Care and Use Committee (IACUC).

### Mice

All mice were housed under specific pathogen-free conditions with a 12-h light-dark cycle and given water and food *ad libitum* in the animal facility at the Massachusetts General Hospital (MGH) in compliance with animal care and all other relevant regulations. *MMTV-PyMt* ^*+/tg*^ (PyMt^tg^, provided by Dr. David DeNardo, Washington University in St. Louis, St. Louis, MO, United States), *K14-Tslp* ^*+/tg*^ (Tslp^tg^, provided by Dr. Andrew Farr, University of Washington, Seattle, WA, United States), and *Tslpr* ^*−/−*^ (Tslpr^KO^, provided by Dr. Warren Leonard, National Institute of Health, Bethesda, MD, United States). All mice in this study were maintained on the C57BL/6 backgrounds. Age-matched female mice were used in all the breast cancer studies.

### CD4^+^ T cell sorting and supernatant collection

Tumor and tumor-draining lymph nodes collected from Tslp^tg^ (test) and Tslpr^KO^ (control) mice were processed into a single cell suspension and stained with anti-CD3ε, anti-CD4, anti-CD8α, anti-CD19 and anti-NK1.1 antibodies. CD4^+^ T cells were sorted on a BD FacsARIA (BD Biosciences, San Jose, CA, United States) or SONY SH800 sorter (Sony Biotechnologies, San Jose, CA, United States) and plated at the concentration of 0.5 × 10^6^ cells/m in anti-CD3 coated plates in RPMI medium 1,640 (Gibco, Carlsbad, CA, United States), supplemented with 10% fetal bovine serum (Corning, Manassas, VA, United States), 1% penicillin/streptavidin/glutamine (Thermo Fisher Scientific), 22 μM 2-mercaptoethanol (Gibco), 50 U/ml IL-2 (BioLegend, San Diego, CA, United States), 20 ng/ml TSLP (Thermo Fisher Scientific) and 2 μg/ml anti-CD28. 72 h later, supernatants were harvested, filtered through a 22 μm filter, and stored at −20°C until use. CD4^+^ T cells were plated again at 0.5 × 10^6^ cells/ml in 12-wells plates in the same medium without anti-CD3/CD28 and cultured for 48 h. The stimulation-resting cycle was repeated for a total of three stimulations, and supernatants were collected at the end of each stimulation. T cell supernatant fractionation was performed using 3 kDa Amicon^®^ Pro Purification System with Ultra-0.5 Device following manufacturer instructions (catalog no. ACS500312, MilliporeSigma, Burlington, MA, United States).

### PyMt cell transfer

PyMt cell line was derived from PyMt^tg^ tumors and expanded *in vitro* in D10 media consisting of DMEM (Gibco, Carlsbad, CA, United States) supplemented with 10% fetal bovine serum (Corning, Manassas, VA, United States), 1% penicillin/streptavidin/glutamine (Thermo Fisher Scientific), 22 μM 2-mercaptoethanol (Gibco) (Demehri et al., 2016). Once reached 60%–80% confluence, PyMt cells were washed and resuspended in PBS and mixed with Matrigel™ (Corning), with a 1:1 ratio. PyMt cells in a mixture of PBS: Matrigel™ were injected into the left mammary fat pad of the animals.

### Flow cytometry

Breast tumors and tumor-draining lymph nodes were incubated with collagenase IV (Worthington) for 2 h at room temperature and filtered through a 70 μm cell strainer to obtain a single-cell suspension. Tumor-infiltrating leucocytes were isolated by immunomagnetic separation with CD45 MicroBeads and magnetic columns (Miltenyi Biotec, Bergisch Gladbach, Germany). Lymph node and tumor cells were stained with the following monoclonal surface antibodies: anti-CD3ε, anti-CD4, anti-CD8α, anti-CD45 and anti-CD19. Next, cells were fixed and permeabilized by True-Nuclear Transcription Factor Buffer Set (Biolegend). Intracellular staining was performed using the following antibodies: anti-T-bet, anti-GATA3, anti-Foxp3, and anti-Ki67 (Biolegend, San Diego, CA, United States). Stained cells were assayed using a Fortessa LSRII flow cytometer (BD Bioscience), and data were analyzed using FlowJo software (Tree Star, Ashland, OR).

### Histology, immunofluorescence, and immunohistochemistry

Tissue samples were harvested and fixed in 4% paraformaldehyde (Sigma-Aldrich) solution in PBS overnight at 4°C. Samples were processed and embedded in paraffin. Paraffin-embedded tissues were cut at 5 μm and stained for Hematoxylin and Eosin (H&E). For immunofluorescence (Guennoun et al., 2022) staining, sections were incubated with CD3 (catalog no. Ab11089, Abcam, Waltham, MA), cytokeratin [catalog no. M3515, Dako (Agilent), Santa Clara, CA, United States] and Ki67 (Catalog no. Ab15580, Abcam) antibodies followed by fluorochrome-conjugated secondary antibodies. Nuclei were counterstained with DAPI (Thermo Fisher Scientific). Slides were scanned using the NanoZoomer s60 digital scanner (Hamamatsu Corp. Bridgewater, NJ United States), and high-resolution images were acquired using a Zeiss Axio Observer Z1 (Zeiss, Oberkochen, Germany). Images processing and analysis was performed using ZEN Image Processing software (Zeiss). Crystal violet (catalog no. C6158, Sigma-Aldrich, St. Louis, MO, United States), beta-galactosidase assay (catalog no. 11828673001, Sigma-Aldrich) and TUNEL assay (catalog no. 48513, Cell Signaling Technology) were conducted following the manufacturer’s instructions. For TUNEL assay, paraffin embedded samples were cut at 5 μm and processed for deparaffinization and rehydration. Samples were subjected to antigen retrieval unmasking solution for 10 min using pressure cooker. After incubation with TUNEL reaction buffer, samples were incubated with TdT Enzyme (Terminal deoxynucleotidyl Transferase) for 1 h at 37°C protected from the light for the labeling reaction. Sections were counterstained with DAPI nuclear stain and high-resolution images were acquired using a Zeiss Axio Observer Z1 (Zeiss) and analyzed using the ZEN Image Processing software.

### RNA and protein isolation

For RNA extraction, breast tumor samples were homogenized in RLT buffer (Qiagen, Valencia, CA, United States) supplemented with 1% 2-mercaptoethanol (Thermo Fisher Scientific) using a TissueLyser II (Qiagen) at a frequency of 30/s for 5 min. Homogenized tissue were resuspended in TRIzol™ Reagent (Thermo Fisher Scientific) and stored at −80°C until use. Sorted CD4^+^ T cells for RNA sequencing were resuspended in RLT buffer (Qiagen) supplemented with 1% 2-mercaptoethanol (Thermo Fisher Scientific) and stored at −80°C until use. RNA was isolated using the RNeasy Mini Kit (Qiagen), quantified using a NanoDrop ND-1000 spectrophotometer, and stored at −80°C until use.

For protein extraction, breast tumor samples were homogenized in phosphate-buffered saline (PBS) supplemented with 0.1% v/v Tween 20 (Sigma-Aldrich) and 4% protease inhibitor (Thermo Fisher Scientific) using a TissueLyser II (Qiagen) at a frequency of 30/s for 5 min. Samples were transferred to new tubes, frozen in liquid nitrogen for 1 min, and then thawed in a 37°C water bath for 3 min. Subsequently, samples were sonicated for 1 min, followed by centrifugation at 13,300 rpm for 10 min at 4°C. The aqueous phases containing protein extract was transferred to a new tube and stored at −80°C until use.

### Mammosphere culture

The mouse PyMt cell line was used for 3D *in vitro* experiments. PyMt cells were plated in low adherence 48-wells plate in RPMI medium 1,640 (Gibco), supplemented with 10% fetal bovine serum (Corning), 1% penicillin/streptavidin/glutamine (Thermo Fisher Scientific), 22 μM 2-mercaptoethanol (Gibco), and 5 ug/ml insulin (medium) or in growth media containing test versus control CD4^+^ T cell supernatants. Pierce BCA Protein Assay Kit (Thermo Fisher Scientific) was used to measure the total protein concentration in the supernatants to have the same amount of protein in each assay. Seven days after the addition of the T cell supernatants, mammospheres were counted under an inverted fluorescence microscope, and pictures of all mammospheres were taken. The size of mammospheres was measured using ImageJ. For immunofluorescence staining, mammospheres were collected and centrifuged onto slides using a Cytospin 4 Cytocentrifuge (Thermo Fisher Scientific) at 300 rpm for 3 min. Samples were fixed in methanol at −20°C for 20 min. Slides were permeabilized in PBS supplemented with 0.3% v/v Triton X-100 (Thermo Fisher Scientific) for 30 min and blocked with PBS supplemented with 0.1% v/v Tween 20 (Sigma-Aldrich), 5% (m/v) bovine serum albumin (Thermo Fisher Scientific) and 10% (v/v) goat serum (Sigma-Aldrich) for 1 h. Mammospheres were stained with primary antibodies mouse anti-E-Cadherin (catalog no. 610181, BD Biosciences, Woburn, MA) and Ki67 at 4°C overnight. Subsequently, samples were incubated with secondary antibodies for 2 h at room temperature protected from the light. For nuclear staining, slides were incubated with DAPI (Invitrogen) for 10 min and mounted with Prolong Gold Antifade Reagent (Invitrogen). Pictures were acquired on a Zeiss Axio Observer Z1 (Zeiss, Oberkochen, Germany) and analyzed using the Zeiss ZEN Image Processing software.

### Protein array

CD4^+^ T cell culture supernatants were thawed, and total protein concentrations were measured with a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific) according to manufacturers’ instructions. Optical densities were measured on a Synergy Neo2 (Biotek) at 562 nm. Measurements were normalized, and total protein concentrations were calculated with a four-parameter logistic curve using Gen5 Microplate Reader and Imager Software (Biotek). Equal amounts of total protein in CD4^+^ T cell culture supernatants were used to screen and quantify cytokine production using the Proteome Profiler Mouse XL Cytokine Array (R&D Systems, MN, Canada) following manufacturer’s instructions. Spot intensity was quantified using Gilles Carpentier’s Dot-Blot-Analyzer macro (written by Gilles Carpentier, 2008. Available at http://rsb.info.nih.gov/ij/macros/toolsets/Dot%20Blot%20Analyzer.txt, more information can be found at http://image.bio.methods.free.fr/dotblot.html) written for ImageJ (version 2.0.0).

### Enzyme-linked immunosorbent assay

Expression of TNF-α and IFN-γ cytokines was measured on CD4^+^ T cell supernatants using enzyme-linked immunosorbent assay (ELISA), LEGEND MAX™ Mouse TNF-α ELISA Kit and LEGEND MAX™ Mouse IFN-γ ELISA Kits (BioLegend), and following the manufacturer’s instructions. IL-6 expression was measured from PyMt culture media after treatment using the LEGEND MAX™ Mouse IL-6 ELISA Kit (BioLegend). The same amount of total protein, quantified using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific), was used for the assays. Optical densities were measured on a Synergy Neo2 (Biotek, Winooski, VT, United States) at 450 nm and cytokine concentrations were calculated with a five-parameter logistic curve using Gen5 Microplate Reader and Imager Software (Biotek).

### Genotyping

PCR was used for genotyping genetically engineered mice. Primer pairs used in this study are described in Supplementary Table S1. All primers shown are 5′ to 3′.

### RNA sequencing

PyMt cells after culture with test versus control CD4^+^ T cells supernatants were collected and the total RNA were sent to Beijing Genomics Institute (BGI) for RNA sequencing. Libraries were prepared by BGI, quantified and qualified using the Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System and sequenced using Illumina HiSeqTM 2000. RNA sequencing data were analyzed using the pipeline Version 5.0. Sequences were aligned to the mouse reference genome (mm10) using Bowtie, and differentially expressed genes were screened using the Poisson distribution method, the Noiseq, or EBSeq packages. Original data are available at the NCBI Gene Expression Omnibus (GEO), accession numbers: GSE214000.

### Statistical analysis

Graphs and statistical analysis were performed using GraphPad Prism 9 and RStudio. Bar graphs show mean + standard deviation (s.d.). Two-way ANOVA with Sidak’s multiple comparison test was used to compare tumor growth and IL-6 production over time between different groups. Two-tailed Mann-Whitney *U* test was used for all the other comparisons. A *p* value of less than 0.05 was considered significant. A *p* value of <0.05 was considered significant. All error bars represent standard deviation (s.d.).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE214000.

# Supplementary material for: Thymic stromal lymphopoietin-stimulated CD4+ T cells induce senescence in advanced breast cancer
**Source:** Front Cell Dev Biol. 2022 Nov 17;10:1002692. doi: 10.3389/fcell.2022.1002692
**Supplement:** Supplementary file 1

Supplementary Material

Title: TSLP-Stimulated CD4⁺ T Cells Induce Senescence in Advanced Breast Cancer

Authors: Margherita Boieri^{1,2‡}, Emanuela Marchese^{1,2‡}, Quan Minh Pham^{1,2}, Marjan Azin^{1,2},
Lauren E. Steidl^{1,2}, Anna Malishkevich^{1,2}, and Shadmehr Demehri^{1,2*}

Supplementary Figures

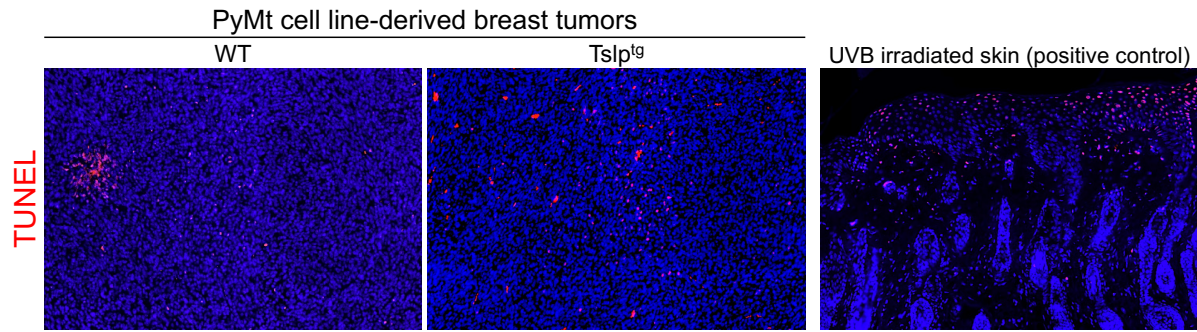

Figure S1. TSLP induction protects against advanced breast cancer in an apoptosis-independent manner.

Representative images of TUNEL assay on PyMt cell line-derived breast tumors in Tslp^{tg} and WT mice. TUNEL-stained dorsal skin from a Xpc^{-/-} mouse that is irradiated with 100 mJ/cm² ultraviolet B (UVB) is shown as a positive control. Nuclei are stained with DAPI in blue. Scale bar: 100 μ m.

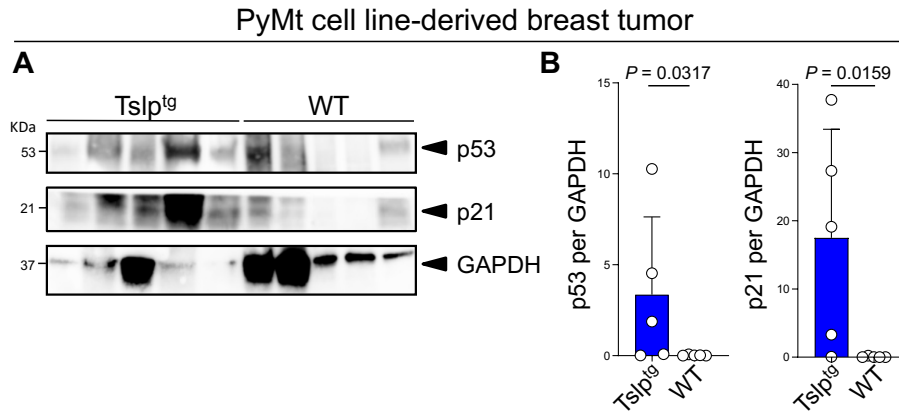

Figure S2. TSLP induction protects against advanced breast cancer growth by inducing senescence in cancer cells.

(A) Western blot for senescence markers (p21 and p53) on PyMt cell line-derived breast tumor lysates from *Tslp^{tg}* and WT mice. GAPDH is used as the control housekeeping protein. Please note that the low levels of GAPDH in a few samples is due the very small size of tumors that developed in *Tslp^{tg}* mice. (B) Quantification of p21 and p53 protein bands in western blot of PyMt cell line-derived breast tumors from *Tslp^{tg}* (n=5) and WT (n=5) mice. Mann Whitney *U* test, bar graphs show mean + s.d.

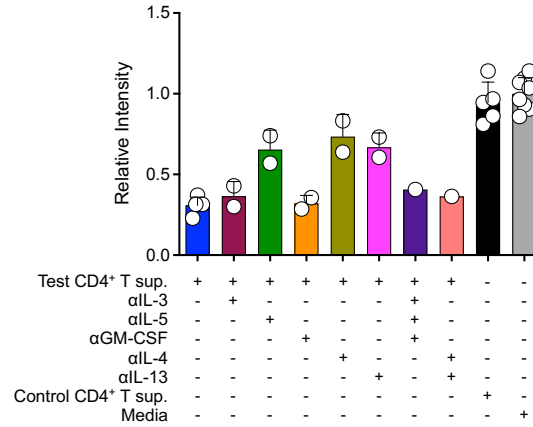

Figure S3. Impact of cytokine blockade on PyMt cell growth-suppressing effect of TSLP-activated CD4⁺ T cell supernatant.

Quantification of crystal violet-stained 2D PyMt cell culture in TSLP-activated WT CD4⁺ T cell supernatant (test, n=4), test CD4⁺ T supernatant + αIL-3 (n=2), test CD4⁺ T supernatant + αIL-5 (n=2), test CD4⁺ T supernatant + αGM-CSF (n=2), test CD4⁺ T supernatant + αIL-4 (n=2), test CD4⁺ T supernatant + αIL-13 (n=2), test CD4⁺ T supernatant + αIL-3, αIL-5 and αGM-CSF (n=1), test CD4⁺ T supernatant + αIL-4 and αIL-13 (n=1), Tslpr^{KO} CD4⁺ T supernatant (control, n=5), and media alone (n=8). Relative intensity of crystal violet stain in each well is determined using ImageJ. Bar graphs show mean + s.d.

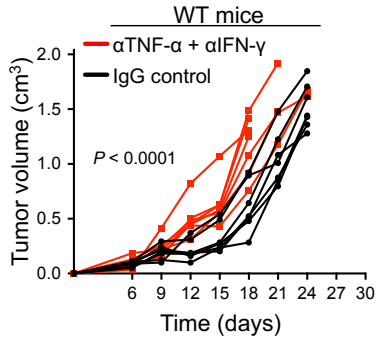

Figure S4. TNF- α and IFN- γ blockade effect on PyMt breast tumor growth in WT mice.

PyMt cell line-derived tumor growth in WT mice treated with anti-TNF- α and anti-IFN- γ blocking antibodies (test, n=7) versus IgG control (control, n=7, $P < 0.0001$, two-way ANOVA).

Supplementary Table

Table S1. Primers used for genotyping mice in the study.

**Gene**	**Forward primer**	**Reverse primer**
Tslp ^{tg}	TCATCCTGCAAGTACTAGTACGGA<br>TGGGGC	TGTTTTGGACTTCTTGTGCCATTTC<br>CTGAG
PyMt ^{tg}	ATACTGCTGGAAGAAGACGAAATC<br>CTTG	CTCTGTGAGTAGCTCTCATTCTCTG<br>ACTC
TSLPR ^{KO}	AGCGTTGGCTACCCGTGATATTGC<br>TGAAGAG	TCATGAACGACCACTTCCTATGTT<br>GGACACG

How the deposited data were processed for this re-analysis (not part of the article)

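RNA of the mouse PyMt cell line was measured in 10 libraries, 6 from cultures with supernatant of TSLP-activated CD4+ T cells (test) and 4 from cultures with control supernatant. Conditions and label sets were taken from the sample titles and the paper's legends. The authors deposited 1 table of FPKM (fragments scaled by transcript length and by mapped reads), 1 column per library, with 2 decimals. According to the paper and the submitters' processing notes, RNA was sequenced at BGI on an Illumina HiSeq instrument and reads were aligned to mm10 with Bowtie. The program that turned alignments into FPKM, the annotation release and any filter on the reads are not given in the sources used here. The paper's methods name a Poisson method, Noiseq or EBSeq for differential expression. The deposited values are FPKM without read counts, and limma was used instead.

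The table has 17171 genes, of which 17113 were matched by gene number to the RefSeq annotation of GRCm38.p6, the source of the coordinates. GC contents and transcript lengths came from GENCODE transcripts of the same genome build, linked to the genes by their RefSeq transcripts. A spreadsheet had turned 24 symbols into dates and these were restored from the gene numbers. Values were transformed to log2(FPKM + 1), and 11169 genes with at least 1 FPKM in at least 4 libraries were kept. Test and control were compared with limma 3.58.1 in R 4.3.3 (eBayes with a trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). A fit with the 5 label sets as groups gave the comparisons between sets. Gene lists fixed before the data were examined (29 lists with 563 genes, 480 of them in the table) were tested where at least 5 genes were measured, which left 20 lists, with camera at a preset correlation of 0.01, camera at an estimated correlation and fry. Single genes also had an exact two-sided permutation test over the 210 splits of 10 libraries into 6 and 4, whose smallest p is 0.00476. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the table and drew the figures.

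Named genes followed a rule fixed before the data were examined: the genes of Fig. 3A and Fig. 4A, the 10 largest rises and 10 largest falls among called genes whose test and control libraries do not overlap, a fixed set of markers of proliferation, senescence, cytokine response and cell type, and at most 4 members of each list. Mir5113 and Snora17, short RNA genes among the 10 falls (log2 fold changes -2.73 and -1.79), lost their calls without Blank-1 or Blank-2 (highest adjusted p = 0.0806 from limma).

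Depth was estimated because FPKM keeps no read total. In 5562 genes with a single transcript length between 600 and 2500 bases, low FPKM values were multiplied by transcript length and the spacing of the products gave the value of 1 read. The score of this spacing was 0.521 to 0.645 and fell to 0.216 to 0.342 with lengths shuffled between genes. At these depths a gene near 1 FPKM rests on few reads, and intervals or detection limits that need read counts were not computed. No pair of libraries shared more than 15 of 7018 values.

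The procedure was tested on simulated values of the 11169 genes. With test and control as the only difference, 91% of 67 genes changed by 1 on the log2 scale were called, with 10 false calls. When the label sets were also made to differ, 85.1% were called with 89 false calls. The label set as a random effect then gave 73.1% and 12, and the set as the unit 40.3% and 7. Of 67 genes changed by 0.5 and 66 changed by 2, the fit of libraries then called 40.3% and 98.5%. Its 89 false calls exceed the number of genes changed by any 1 of these sizes. Where label sets differ, the fit with libraries as the unit thus calls too many genes. For Control-tagged against Blank-tagged libraries 74.6% of genes changed by 1 were called, with 4 false calls.

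Alternatives covered the pseudocount, the filter, the scaling between libraries, the unit of replication, the choice of control libraries, a block on the library number, the trend of the spread, each library or test set left out, the threshold and the ranking of the top 20. Removal of each library's trend on transcript GC content and length, and fits with the spread within label sets, were added after the data had been seen. No pairing of libraries by number is stated, and the numbers were not used as pairs. No column of the table was left out. 1 gene of the fixed set is not reported here and was left out of the named genes and their counts, while the lists and the counts over all genes were left unchanged.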

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

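Of the tests in this part, those on T cell markers, GC content and length, depth and the strength of the response were chosen after the result was seen, and those on targets of the liver X receptor and on other splits of the libraries before.

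Control-tagged and Blank-tagged libraries differed in 663 genes (508 higher and 155 lower in Control-tagged) in limma's fit of the 5 label sets, or 1091 with GC and length trends removed, and interferon response genes differed by a median of 2.93 on the log2 scale. RNA carried over from T cells is argued against by the 9 listed T cell markers, Gata3 apart, whose mean FPKM differed by a median of -0.035 (the largest, Cd3d, by 2.04). GC content, length and depth are argued against because the median was 3.02 after the GC and length trends were removed, and because interferon genes with at least 5 FPKM in Blank-tagged libraries differed by 3.16 more than other genes at that level. What the tag Blank stands for stays open, since no source used here explains it, and a culture without T cell supernatant could give such a difference. No biological explanation was tested.

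The 3 test sets differed from each other in 497 genes (F test in limma's fit of the 5 label sets), and genes changed among the 3 test sets numbered 1079 with GC and length trends removed. Genes of sterol synthesis were lower in Test3 than in the mean of Test1 and Test2 by a median of -1.32 on the log2 scale, with 18 of 21 lower and none higher (21 and 0 when adjusted over the list alone, camera adjusted p = 4.6e-30, and adjusted p = 0.00888 with an estimated correlation). Removing the GC and length trends left a median of -1.35, which argues against that explanation. A stronger form of the response in Test1 and Test2 cannot be told apart, since their median against Control-tagged libraries was 0.147 with an SD of 0.218 over the members. An oxysterol made by Ch25h, whose RNA was highest in Test3, may also play a part, but the test was undecided, with a median of 0.137 over the 3 of 5 liver X receptor targets that were measured (Lpcat3, Mylip and Abca1, going both ways).

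TNF and NF-κB response genes were higher in Test3 than in the mean of Test1 and Test2 by a median of 0.61 on the log2 scale, with 19 of 35 higher and Lcn2 lower (20 and 1 when adjusted over the list alone, camera adjusted p = 4.1e-12, and adjusted p = 0.0372 with an estimated correlation). With the GC and length trends removed the median was 0.53 (SD 0.85 over 35 members), above the bound of 0.2 set for that explanation by less than 2 standard errors (0.36), which keeps it open. A stronger dose of the same response could raise IL-4 and IL-13 targets too, and their median in Test3 against Test1 and Test2 was 0.0145 with an SD of 0.534 over 7 genes, too wide to decide. The paper measures cytokines in test and control supernatants, but levels for each label set, and the cultures behind it, are not given in the sources used here.

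The number of genes called between test and control was set against other splits of the libraries into 6 and 4. The real split called 879 genes, more than each of 99 others (highest 76), so that 1 of 100 splits reached it. Most other splits break up label sets, whose libraries resemble each other (consensus correlation 0.35). That alone can lower their counts, so this comparison does not exclude chance. The lists called were 15, and 9 of 100 splits called at least as many (highest 17), so chance cannot be excluded for the number of lists. The 10 splits that keep label sets whole are too few for a share under 0.05, and 1 of them reached 879, the real one (highest other 319).

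Single libraries far from the others of their condition were found in 16 of 218 groups of values, over the sums and counts of the libraries and 105 genes, where chance gives about 5%. In control libraries these were Ch25h in Blank-1 (0.11 FPKM), Cxcl1 in Control-2 (0.08), Mmp13 in Blank-1 (0.31), S100a8 in Blank-2 (14.8) and, in Control-1, Mmp10 (1.85), Trp53 (127), Junb (86.6), Plk2 (60.4) and Rb1 (13.3). In test libraries they were Ifi202b in Test3-1 (11.1), Cd3d in Test3-1 (16.7), Kitl in Test3-1 (7.38), Ccnb1 in Test3-2 (78.1), Rb1 in Test2-2 (14) and Tgm2 in Test1-1 (84.1). The estimated depth of Control-2, 12.7 M reads (M, mega), was the lowest of the control libraries. Several of these genes were added to the examined ones after their values were seen, and no library was removed.

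Nos2 and Csf3, which the paper does not discuss, had log2 fold changes of 4.50 and 3.90 between test and control, with every test library above every control library.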

How the results depend on the processing

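Among the alternatives, the trends on GC content and length and the fits with the spread within label sets were added after the data had been seen. Of the 879 genes called between test and control, the count was 842 with a pseudocount of 0.1, 741 with at least 5 FPKM, 769 with median-of-ratios scaling, 759 with quantile normalization and 854 without a trend of the spread. TPM scaling gave 1016, with 25.5% of calls higher (259 and 757) against 37.5%, and moved the median of all genes from -0.03 to -0.10. The count was 548 without a filter, where 17171 genes are tested, 302 with the label set as a random effect (consensus correlation 0.35) and 0 with the set as the unit (1426 at an unadjusted p under 0.05 from limma). It was 44 against Control-tagged and 1711 against Blank-tagged libraries alone, 191 without Test1, 933 without Test2, 362 without Test3, and 145 to 1459 with 1 library left out. A log2 fold change of at least 1 left 200 and an adjusted p under 0.01 left 139. With the library number as a replicate block it was 554, but the labels do not pair libraries by number, and the differences between numbers 1 and 2 correlated between sets from -0.52 to 0.261 (1 of 10 pairs over 0.1). The spread within label sets gave 2206, and 403 against Control-tagged libraries.

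Of 111 named genes tested, 61 were called, 13 against Control-tagged libraries, 30 without Test1, 39 without Test3, 0 with the set as the unit and 25 to 69 with 1 library left out. With each library left out in turn, 24 of the 61 kept the call and 37 lost it at least once. Genes of Fig. 3A in the top 20 numbered 1, against 4 by the ratio of mean FPKM + 1, 6 by the ratio without a pseudocount, 3 with a pseudocount of 0.1, 0 with Blank-tagged libraries as the control, 0 with the set as the unit, where no gene was called, and 1 to 2 with 1 library left out. Against Control-tagged libraries, Test1, Test2 and Test3 gave 270, 64 and 1012 genes (1290, 1095 and 2158 against both control sets), and Test2 gave 2002 against Blank-tagged libraries. Removing the GC and length trends gave 1091 genes between Control-tagged and Blank-tagged libraries, 1079 genes changed among the 3 test sets, and 2077 for genes changed, each test set versus control: Test1. The cause of these moves was not tested, apart from the fewer libraries or units that some settings hold by construction.

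Some directions turned. The ribosomal protein list had a median of -0.029 with quantile normalization, the MHC class I list -0.050 against Control-tagged libraries (in both fits), Ciita a log2 fold change of 1.04 against Blank-tagged libraries, and sterol synthesis a median of -0.18 against Control-tagged libraries (in both fits). Tnfrsf1a and the epithelial list, not called in either case, turned to -0.04 and -0.11 against Control-tagged libraries, and the test ratio of Tnfrsf1a to 0.997. The lists of Fig. 3A, general SASP, proliferation, interferon response, and TNF and NF-κB response kept their direction and their call by camera at the preset correlation in each alternative run, but at an estimated correlation none of them was called by camera in the pooled comparison (adjusted p of 0.0894 or more). In that comparison fry called TNF and NF-κB response (adjusted p = 0.0012), general SASP (0.0029), Fig. 3A (0.0055) and proliferation (0.0136). It did not call interferon response (fry adjusted p = 0.0558) or MHC class I (0.101). Fry also called the IL-4 and IL-13 target, cytokine receptor and mesenchymal lists. At an estimated correlation, the TNF and NF-κB list was called against Control-tagged libraries alone (adjusted p = 0.0366), and the Fig. 3A, general SASP, and TNF and NF-κB lists were called against them with the spread within label sets (adjusted p of 0.00564 or less). The Fig. 3A list was chosen on these libraries. Depth is known only as an estimate, so genes near 1 FPKM are the least certain.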

Differences from the paper's values

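Ratios of mean FPKM to the average of both means could be compared with the colors of Fig. 3A and Fig. 4A for 16 genes. A ratio was taken to differ where the gap exceeded the SD between libraries and a factor of 1.5. For the test ratios of Ccl20, Ccl8, Cd40, Ch25h, Cxcl2, Ifi202b and Mmp13 this SD was above 2, the largest ratio possible. The rule could thus find no difference in these ratios. Ch25h in control differs, about 0.2 in Fig. 3A, read by eye, as the paper's value, against 0.0267 here. The ratios of a gene sum to 2, so the same gap in test (the paper's value about 1.8, and 1.97 here) is not a separate comparison, and it lies within the wider spread of the test libraries. Of the alternatives set before the data were examined, leaving out test set Test3 gave a ratio that did not differ, and the scalings, the choice of control libraries, the other test sets and each single library left out gave one that did. The control libraries hold Ch25h at 0.11 FPKM in Blank-1 and at 0 in the other 3.

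The paper places Il6, Mmp13 and Il1a among its top 20 upregulated genes and does not say how these were ranked. Its general threshold is a p under 0.05. With called genes ranked by log2 fold change, Il6 is in the top 20 (rank 2), Il1a has rank 55 and Mmp13 is not called (log2 fold change 2.51, adjusted p = 0.113 from limma). All of them are in the top 20 by the ratio of mean FPKM without a pseudocount, Il6 and Mmp13 by the ratio of mean FPKM + 1, and Il6 and Il1a with a pseudocount of 0.1. Mmp13 is called without test set Test2 and, in fits chosen after seeing the values, with the spread taken within label sets, which drop none of the 8 tested genes of Fig. 3A. The direction is the paper's for each of the 14 genes of Fig. 3A, which had a higher mean in test.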

Other observations

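Genes of several other groups moved between test and control. Of 17 hypoxia-responsive genes, Vegfa, Hk2, Ero1l, P4ha2 and Egln3 rose and none fell (9 and 0 when adjusted over the list alone), with a median log2 fold change of 0.34 (camera adjusted p = 7.1e-08), and this was the only list called by camera with an estimated correlation as well (adjusted p = 0.0356). Fry called it too (adjusted p = 0.00102), but fry also called several lists that camera with an estimated correlation did not. Ero1l, an oxidase of the endoplasmic reticulum, went from 19.8 ± 1.18 FPKM (SD, n = 4) to 32.6 ± 3.19 (SD, n = 6), and Hk2, hexokinase 2, from 24.8 ± 15.3 to 53.2 ± 4.85, with 11.5 FPKM in Blank-tagged and 38.1 in Control-tagged libraries, so that its log2 fold change of 1.29 was 0.47 against the latter. Of 12 antioxidant genes Hmox1, Fth1, Gclm and Txnrd1 rose and none fell (4 and 0 when adjusted over the list alone, camera adjusted p = 0.00828, and adjusted p = 0.313 with an estimated correlation). Of 22 targets of IL-4 and IL-13, 15 are listed and 7 were tested. Those not listed include Chil3 and Retnla, and Arg1, a gene fixed in advance, had means of 0.14 FPKM in control and 0.088 in test. Of the 7 tested targets, Il13ra2, Socs3, Cish, Il4ra and Tgm2 rose (6 when adjusted over the list alone), with a median of 2.21 (camera adjusted p = 2e-06, and adjusted p = 0.143 with an estimated correlation). Tgm2, Socs3, Cish, Socs1 and Il13ra2 were also higher in Control-tagged than in Blank-tagged libraries. The list's median was 1.99 between these control sets and 0.97 in the mean of the test sets against Control-tagged libraries. Socs3, an inhibitor of cytokine signaling, went from 16.4 ± 12.7 to 84.5 ± 24.6 FPKM, a log2 fold change of 2.58 that was 1.59 against Control-tagged libraries (26.9 FPKM, and 5.94 in Blank-tagged ones). Of 14 cytokine receptors Il13ra2, Il13ra1, Il4ra, Il1rap and Ifngr2 rose and Il6ra fell, the same numbers when adjusted over the list alone (camera adjusted p = 0.000281, and adjusted p = 0.143 with an estimated correlation). Egln3 and Il6ra were chosen after their values were seen. Without Blank-1 or Blank-2 the calls of Hk2, P4ha2, Hmox1, Fth1, Gclm, Txnrd1, Cish, Tgm2, Il13ra1, Il1rap, Egln3 and Il6ra were lost. Gclm also lost its call without Test3-2, Egln3 without Control-2 or Test1-2, Il1rap without any of 5 libraries, Hk2 and Fth1 without any of 6, Il6ra without any of 7, and P4ha2 and Tgm2 without any of 8 (highest adjusted p = 0.143 from limma).

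Glb1, which encodes the lysosomal beta-galactosidase, had 16.4 ± 2.86 FPKM in control (SD, n = 4) and 16.8 ± 1.51 in test (SD, n = 6) and did not pass the test (log2 fold change 0.04, adjusted p = 0.849 from limma). None of 24 lysosomal genes was called (limma, 3 at an unadjusted p under 0.05 and 0 when adjusted over the list alone), although camera called the list (median 0.10, adjusted p = 0.00365, and adjusted p = 0.398 with an estimated correlation). Lmnb1, lamin B1, had 60.7 ± 7.28 and 44.3 ± 7.02 FPKM (log2 fold change -0.45, adjusted p = 0.0587 from limma). Bcl2, an inhibitor of apoptosis, fell from 11.4 ± 3.74 to 4.85 ± 0.271 FPKM (log2 fold change -1.04, adjusted p = 0.00645 from limma), with 14.6 FPKM in Blank-tagged and 8.24 in Control-tagged libraries and a difference of -0.66 from the latter. Of 26 apoptosis genes Casp4 and Fas rose and Bcl2 and Xiap fell, the same numbers when adjusted over the list alone (camera adjusted p = 0.00546, and adjusted p = 0.26 with an estimated correlation). Of 15 mesenchymal genes Pdgfrb, Fn1 and Sparc fell (4 when adjusted over the list alone, camera adjusted p = 0.00546, and adjusted p = 0.158 with an estimated correlation), and of 9 epithelial genes Cldn4 rose (1 when adjusted over the list alone, camera adjusted p = 0.12). Genes of sterol synthesis did not pass the pooled comparison of test and control (0 of 21 called by limma, also at an unadjusted p under 0.05 and when adjusted over the list alone, median 0.23, camera adjusted p = 0.122) and were higher in Control-tagged than in Blank-tagged libraries (15 of 21, median 0.78). Their medians against Control-tagged libraries went apart, 0.02 in Test1, 0.26 in Test2 and -1.004 in Test3, so the pooled value averages over unlike sets. Atf3 rose among 19 genes of the unfolded protein response (1 when adjusted over the list alone, camera adjusted p = 0.00903, and adjusted p = 0.35 with an estimated correlation), and Junb and Fos rose among 11 heat shock and immediate early genes (3 when adjusted over the list alone, camera adjusted p = 0.0878). None of 26 ribosomal protein genes was called (0 by limma also at an unadjusted p under 0.05, camera adjusted p = 0.00613, and adjusted p = 0.518 with an estimated correlation). Without Blank-1 or Blank-2 the calls of Casp4, Xiap, Fn1, Sparc, Cldn4, Atf3 and Fos were lost. Fn1 also lost its call without Test1-1 or Test3-2, Sparc and Fos without any of 7 libraries, and Xiap without any of 8 (highest adjusted p = 0.176 from limma). Against Control-tagged libraries the medians of the apoptosis, mesenchymal, unfolded protein and lysosomal lists were nearer 0 (0.03, -0.12, 0.07 and 0.02).

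Among lists too small to test as lists, Csf2 was the called gene of the T cell cytokines and Gata3, a luminal regulator as well as a T cell factor, fell (log2 fold change -0.45, adjusted p = 0.0315 from limma, lost without Blank-1, Blank-2, Test1-2, Test2-2 or Test3-2 with a highest adjusted p of 0.131). The MHC class II regulator Ciita had means of 0.05 FPKM in Blank-tagged, 3.71 in Control-tagged and 0.73, 2.06 and 0.93 in Test1, Test2 and Test3 libraries. It was lower in the mean of the test sets than in Control-tagged libraries by a log2 difference of -1.12 (adjusted p = 0.00646 from limma's fit of the 5 label sets). None of 4 tested genes of milk and mammary differentiation passed (limma, 1 at an unadjusted p under 0.05). No mitochondrially encoded gene is listed.

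Within a label set, the difference between its libraries followed transcript GC content or length, but not both, at a Spearman's rho of at least 0.3 either way in 4 of 5 sets. Across 11028 genes, which are not independent replicates, Spearman's rho with GC content was 0.594 in the Control set and -0.518 in Test1, and rho with length was -0.646 in Test2 and 0.327 in Test3. The trends held 21.5% of the variance within sets.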
